# Coincident evolution and functional adaptation of the taxonomically restricted genes *ivph-3* and *gon-14* in *Caenorhabditis* nematodes

**DOI:** 10.1242/bio.062018

**Published:** 2025-10-16

**Authors:** Nikita Jhaveri, Bhagwati Gupta, Helen M. Chamberlin

**Keywords:** Taxonomically restricted genes, Gene adaptation, *Caenorhabditis* nematodes

## Abstract

Poorly conserved or taxonomically restricted genes represent a sizable portion of most genomes. Many of these genes participate in essential processes and can contribute to evolutionary innovation in species. Here, we evaluate two of the *Caenorhabditis*-restricted class of LIN-15B-domain-encoding genes, *ivph-3* and *gon-14*, and compare their *in vivo* functions in two species, *C. elegans* and *C. briggsae*. We show that within the Elegans supergroup, *ivph-3* and *gon-14* exhibit sequence constraints distinct from other family members, including maintenance of a one-to-one orthology and a higher degree of sequence conservation. Coincidentally, mutants for either of the genes exhibit strong phenotypic defects that are similar within species (*C. elegans* or *C. briggsae*), but with notable differences when comparing between species. These findings highlight the genetic and genomic features associated with the evolution of a taxonomically restricted gene family.

## INTRODUCTION

The principles of gene sequence conservation and orthology are fundamental to our understanding of biological systems and underlie the powerful tools we use to assign and infer function across genomes, proteins and phyla (Ashburner et al., 2000). While a high degree of gene sequence conservation across species suggests functional importance, it has long been clear that the obverse – that lack of sequence or phylogenetic conservation suggests functional unimportance – does not hold (Khalturin et al., 2009; Chen et al., 2013; Kondo et al., 2017; Baalsrud et al., 2018). Technical innovations and new data-mining methodologies provide one important approach to identifying gene families and prospective functions for ‘orphan’ genes and others that represent the genomic and proteomic ‘dark matter’, genes whose roles remain elusive due to limited conservation, unique evolutionary trajectories, or insufficient functional annotation (Toll-Riera et al., 2009; Durairaj et al., 2023; McKnight, 2024; Pereira et al., 2025). However, understanding the emergence, evolution, and function of poorly conserved genes remains an important unanswered question.

Here, we investigate the evolutionary origins and *in vivo* genetic characteristics of two *Caenorhabditis*-restricted genes, *ivph-3* and *gon-14*. *ivph-3* and *gon-14* are both members of a gene family that encode proteins with the RNAse H-fold-containing LIN-15B domain, a domain that may facilitate a protein's association with DNA and transcriptional repression (Rechtsteiner et al., 2019; Gal et al., 2021). LIN-15B-encoding genes are apparent only in a subset of *Caenorhabditis* species. Within the Elegans supergroup, *ivph-3* and *gon-14* are distinct from other family members in that they exhibit a higher degree of sequence conservation and retain a one-to-one orthology, suggestive of coincident adaptation of these two genes. We show that genetic disruption of *Cbr-ivph-3* results in widespread perturbation of gene transcripts, suggesting the gene extensively impacts both positive and negative gene regulation. Further, we show that disruption of either of these genes has strong and similar within-species phenotypic consequences in two species (*C. elegans* or *C. briggsae*), but that there are notable differences when comparing between species. Cross-species rescue experiments indicate that these changes include both gene-specific and species-specific differences. Altogether, this work reveals genetic and genomic hallmarks of new gene family emergence, and highlights changes that correlate as specific family members integrate into and support essential processes.

## RESULTS AND DISCUSSION

### RNA transcripts exhibit widespread dysregulation in *Cbr-ivph-3* mutants

Functions for the *ivph-3* (also known as *ivp-3*) gene were first understood in the nematode *C. briggsae*, as mutant alleles were recovered in genetic screens for animals with a Multivulva (Muv) phenotype (Sharanya et al., 2015; Chamberlin et al., 2020). While this phenotype is the most obvious in mutants, the animals exhibit several additional defects including alterations to mobility and sensitivity to oxidative stress (Fig. S1). 

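Cbr-ivph-3 (WBGene00026246), the gene that carries the sy5216 mutation, was less abundant in the mutant larvae. Its level in CPM, the unit of edgeR that scales counts to library size, was 36.5, 34.5 and 33.01 in wild-type replicates 1, 2 and 3 (34.7 ± 1.76, SD, n = 3) and 21.0, 20.9 and 20.9 in mutant replicates 1, 2 and 3 (21.0 ± 0.0666, SD, n = 3). Its log2 fold change, mutant over wild type, was -0.72 (standard error 0.11, adjusted p = 0.00565 from edgeR's quasi-likelihood test), and each mutant library lay below each wild-type library. When libraries were scaled by their total counts alone, the log2 fold change of Cbr-ivph-3 was -0.41 (adjusted p = 0.0577 from the same test in edgeR, against 1.2e-07 to 0.0577 over 15 alternatives). The allele creates a premature stop codon and leaves the transcript to be made, so this level checks the labels only weakly.
RNA came from whole hermaphrodites of C. briggsae strain AF16 (wild type) and strain PS9217 (Cbr-ivph-3(sy5216)) at the L3 larval stage, grown at 20 °C, with 3 independent biological replicates of each genotype. The authors aligned the paired-end reads with RNA STAR on the Galaxy platform to the WS279 assembly and counted read pairs per gene with featureCounts at its reverse-stranded setting. The deposited values are whole counts for 23169 genes, and they add up to 24625819, 25760385 and 25133521 in wild-type replicates 1, 2 and 3 and to 28440438, 22817581 and 30865944 in mutant replicates 1, 2 and 3. The paper's text gives a mean of 2.9 M reads per sample, and the sums of the deposited counts were used here. Counts were scaled by the trimmed mean of M-values, and 14241 genes that passed edgeR's filter on low counts were tested.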

To better understand the function of *Cbr-ivph-3*, we performed RNAseq experiments using RNA recovered from synchronized L3-stage larval animals (Tables S1-S5). 

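The immune effector gene Cbr-clec-62 and the meiosis gene Cbr-msh-5 rose and the vacuolar proton ATPase gene Cbr-vha-11 fell in Cbr-ivph-3(sy5216) larvae. Cbr-clec-62 (WBGene00026986), a C-type lectin gene, rose from 34.4 ± 5.35 to 146 ± 13.5 CPM (SD, n = 3 each; log2 fold change 2.08, standard error 0.16, adjusted p = 7.35e-04 from edgeR's quasi-likelihood test). The antimicrobial peptide genes Cbr-nlp-34.1 and Cbr-cnc-4 rose by 4.33 and 4.65 on the log2 scale, and the thaumatin-like gene Cbr-thn-1 fell from 12.9 ± 1.52 to 1.61 ± 0.415 CPM (SD, n = 3 each). Of 28 tested immune effectors, 14 were higher, 3 were lower and 11 did not pass (17 higher and 3 lower when adjusted over the list alone). The 3 lower ones were Cbr-thn-1, Cbr-clec-83 (-0.49) and Cbr-spp-23 (-0.82), and the latter pair, named after their values were seen, were not called under upper-quartile scaling (-0.40 and -0.73) or library totals (-0.17 and -0.49), nor Cbr-clec-83 with a replicate block (-0.49), nor either when any 1 library other than mutant replicate 1 was left out, which gave -0.53 to -0.50 for Cbr-clec-83 and -0.98 to -0.63 for Cbr-spp-23. Leaving out any 1 of those 5 libraries left 7 to 9 immune effectors higher and 1 lower, and leaving out mutant replicate 1 gave 20 higher and 3 lower.
Most tested genes of the germline lists did not pass. Cbr-msh-5 (WBGene00024881), which acts in crossover formation, rose from 12.6 ± 1.52 to 86.2 ± 8.63 CPM (SD, n = 3 each; log2 fold change 2.78, standard error 0.15, adjusted p = 2.61e-04 from edgeR's quasi-likelihood test). Cbr-syp-2 (synaptonemal complex) and Cbr-him-8 (pairing of the X chromosome) had log2 fold changes of 3.65 and 2.90. Of 22 meiosis genes, 8 were higher and 14 did not pass (8 higher when adjusted over the list alone); 3 to 6 were higher when any 1 library other than mutant replicate 1 was left out, and 8 were higher and 8 lower without mutant replicate 1. The median log2 ratio of mutant replicate 1 to mutant replicates 2 and 3 was 1.29 over the meiosis genes. Of 13 genes of P granules and small RNA pathways, 3 were higher and 10 did not pass (3 higher when adjusted over the list alone), namely Cbr-prg-1 (1.35), Cbr-mut-2 (1.25) and Cbr-nrde-1 (0.90); without mutant replicate 1, 4 were higher and 7 lower. Cbr-nrde-1 did not pass when any 1 wild-type library was left out (0.82 to 0.92). Of 18 oocyte and early embryo genes, 4 were higher and 14 did not pass (4 higher when adjusted over the list alone): Cbr-nos-1 (4.29), Cbr-cey-2.1 (2.16), Cbr-gld-1 (1.72) and Cbr-pos-1 (1.37), of which Cbr-pos-1 did not pass when any 1 wild-type library was left out (1.25 to 1.40). In the fit without mutant replicate 1, 4 oocyte genes were higher and 12 lower.
Cbr-vha-11 (WBGene00036659), a subunit of the vacuolar proton ATPase, fell from 924 ± 44.0 to 204 ± 13.8 CPM (SD, n = 3 each; log2 fold change -2.18, standard error 0.12). The subunit genes Cbr-vha-8 (-1.50) and Cbr-vha-16 (-1.13) fell too, while Cbr-vha-18 rose (1.52). In the fixed list of this pump, which does not hold Cbr-vha-11, of 3 tested members 1 was higher and 2 were lower (1 higher and 2 lower when adjusted over the list alone). Of all 16 members named in the copies of Tables S3 to S5, 13 were lower and 1 higher. The added genes were named there because the paper called them in Cbr-ivph-3, so this wider count is not independent. Cbr-cat-4, which encodes GTP cyclohydrolase, fell from 191 ± 11.2 to 30.4 ± 10.4 CPM (SD, n = 3 each). Other genes with a large fall were the acyl-CoA synthetase gene Cbr-acs-2 (-2.52), Cbr-acd-1 (-2.46), the lipocalin gene Cbr-lpr-6 (-2.25), Cbr-pqn-75 (-2.19) and Cbr-pitr-4 (-2.15). Of 8 molting genes, 3 were lower and 5 did not pass (3 lower when adjusted over the list alone), namely the astacin protease gene Cbr-nas-37 (-0.77), Cbr-mltn-1 (-2.05) and Cbr-mlt-10 (-1.50); without any 1 wild-type library Cbr-mltn-1 (-2.17 to -1.99) and Cbr-mlt-10 (-1.61 to -1.47) did not pass, Cbr-mlt-10 did not pass without mutant replicate 2 (-1.28) or 3 (-1.27), and 7 molting genes were lower without mutant replicate 1.
Over all 14241 tested genes, 3062 were called at an adjusted p under 0.05, 1667 higher and 1395 lower. When libraries were scaled by their total counts alone, 3297 were higher and 646 lower. Without wild-type replicate 1, 2 or 3 the number of called genes was 1240, 1431 or 1279, without mutant replicate 1 it was 8644, and without mutant replicate 2 or 3 it was 1637 or 1618. Of the 14476 genes tested without mutant replicate 1, 4497 were higher and 4147 lower. List counts from that fit are to be read against these numbers. The gene lists hold only genes named in the complete Cbr-spr-4 and Cbr-htz-1 blocks of Tables S3 to S5, so each covers part of its pathway. Of all 1366 tested genes of those blocks, 259 were higher and 203 lower.

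**Figure D1:**
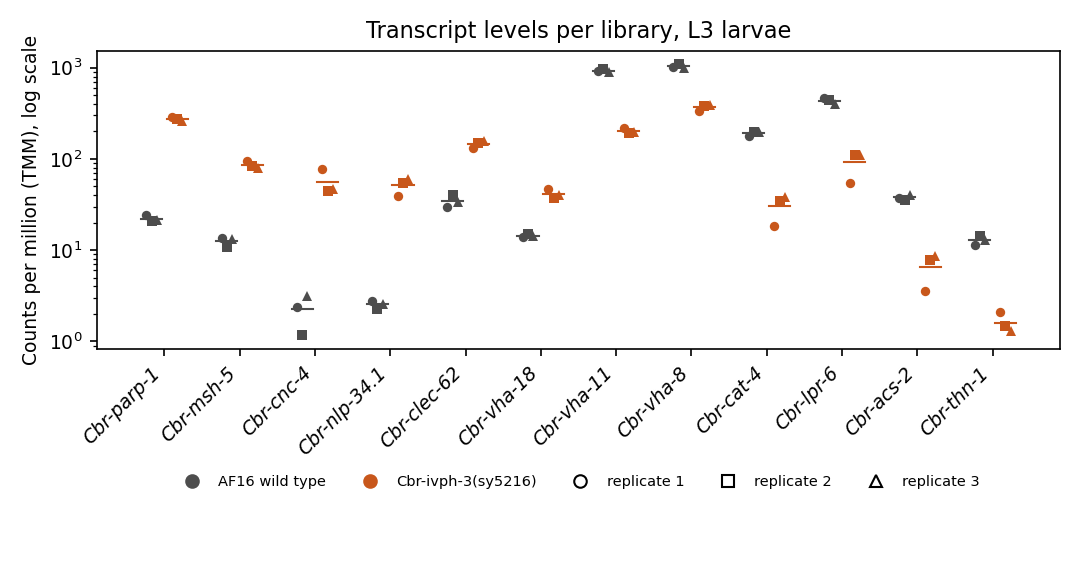
Level of 12 genes in each library, in CPM on a log axis, with each point 1 library and each bar the mean of the 3 libraries of a genotype. Cbr-vha-11 sits near 924 in wild type and 204 in the mutant, and Cbr-msh-5 near 12.6 and 86.2.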

Initial analysis revealed differential expression of 3852 genes, with a roughly equal distribution of upregulated (1898) and downregulated (1954) genes (Fig. 1A). We compared the *Cbr-ivph-3* data to previously reported datasets derived from two other *C. briggsae* mutants that exhibit the Muv phenotype and encode proteins that act to repress transcription of genes in *C. elegans* (*Cbr-spr-4(gu163)* encoding a C2H2 zinc finger protein and *Cbr-htz-1(gu167)* encoding H2A.z histone; Lakowski et al., 2003; Latorre et al., 2015; Chamberlin et al., 2020) to ask whether mutants for all three genes exhibit common characteristics with respect to gene dysregulation. First, notably more genes exhibited differential expression (DE) in *Cbr-ivph-3* mutants compared to the other two (3852 versus 1241 and 505, respectively). In addition, upregulated genes represent a greater fraction of DE genes in *Cbr-spr-4* and *Cbr-htz-1* mutants, significantly different from *Cbr-ivph-3* (Fig. 1B,C). 

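Cbr-parp-1 (WBGene00026940), which encodes a poly(ADP-ribose) polymerase, was among the 4 genes with the smallest p-value. It rose from 22.2 ± 1.85 to 274 ± 13.5 CPM (SD, n = 3 each), a log2 fold change of 3.63 (standard error 0.13, adjusted p = 1.26e-04 from edgeR's quasi-likelihood test). CBG20756 (WBGene00039681) fell from 351 ± 25.4 to 1.79 ± 0.475 CPM, with a log2 fold change of -7.61, and CBG22598 (5.45) and CBG08016 (3.86) rose. The small heat shock protein gene Cbr-sip-1 (3.43), Cbr-fip-6 (4.41) and Cbr-bigr-1 (3.51) were also among the genes with the largest rise. Cbr-cnnm-5, of a family of metal transporters, had 6 counts over the 3 wild-type libraries and 2349 over the 3 mutant libraries, a ratio of 290 after scaling (95% exact interval 133 to 791, for counting error only). Each of these 8 genes kept its call under every alternative scaling, filter, test and omitted library in which it was tested. The genes called differentially expressed made up 21.5% of those tested, 11.7% higher and 9.80% lower. In 42.3% of the tested genes all 3 mutant libraries lay on 1 side of all 3 wild-type libraries, where chance alone gives 10%.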

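Genes that the paper lists for Cbr-spr-4(gu163) and Cbr-htz-1 were counted by their calls in Cbr-ivph-3(sy5216), with no test of overlap. Of 726 tested genes that the paper lists as upregulated in Cbr-spr-4, 200 were higher, 35 were lower and 491 did not pass in Cbr-ivph-3 (27.5% higher, 219 when adjusted over the list alone). Of 385 listed as downregulated in Cbr-spr-4, 150 were lower and 15 higher (177 lower when adjusted over the list alone). Of 299 genes upregulated in Cbr-htz-1, 85 were higher (28.4%, 95 when adjusted over the list alone) and 3 lower, and these 3, named after their values were seen, were Cbr-hpo-15 (-1.33), Cbr-smd-1 (-1.40) and CBG27071 (-1.83). Of 170 genes downregulated in Cbr-htz-1, 17 were lower and 15 higher (16 and 14 when adjusted over the list alone). Of 199 genes upregulated in both mutants 54 were higher and 145 did not pass (56 higher when adjusted over the list alone), and of 6 downregulated in both 2 were lower and 4 did not pass (3 lower when adjusted over the list alone). The number of Cbr-spr-4 upregulated genes called higher was 104, 110 and 107 without wild-type replicate 1, 2 and 3 and that of Cbr-htz-1 was 48, 50 and 48 without a wild-type library. Without mutant replicate 1, 302 Cbr-spr-4 upregulated genes were higher and 210 lower, 117 Cbr-htz-1 upregulated genes were higher and 89 lower, and 72 genes upregulated in both were higher and 69 lower. The Cbr-spr-4 downregulated genes called lower numbered 88 to 99 without any 1 library other than mutant replicate 1, and 222 (66 higher) without mutant replicate 1; those of Cbr-htz-1 numbered 8 to 10 and 67 (45 higher). Under library totals, 301 and 128 of the upregulated genes were higher and 75 of the Cbr-spr-4 downregulated genes were lower.
Genes that rose made up 54.4% of the called genes in Cbr-ivph-3 (Wilson 95% interval 52.7% to 56.2%). In the paper's lists they make up 67.9% in Cbr-spr-4 (843 of them higher and 398 lower) and 65.1% in Cbr-htz-1 (329 higher and 176 lower). The share in Cbr-ivph-3 was smaller than in Cbr-spr-4 (two-sided Fisher's exact test, p = 2.9e-16) and in Cbr-htz-1 (p = 6.57e-06), and the latter pair did not differ (p = 0.262). The Cbr-ivph-3 share was 83.6% under library totals, where it was larger than both. Among genes beyond 2-fold in either direction it was 67.3%, which did not differ from Cbr-spr-4 (p = 0.745) or Cbr-htz-1 (p = 0.384, the same exact test); the fold limit was put on Cbr-ivph-3 alone and the other lists were taken as the paper gives them, so the thresholds of the 2 sides are not known to match. Under upper-quartile scaling it was 63.1%, still smaller than in Cbr-spr-4 (p = 0.00291) but no longer different from Cbr-htz-1 (p = 0.395, both in the exact test). Genes are not independent of each other, so these p-values cover counting only. The Cbr-spr-4 and Cbr-htz-1 counts are the paper's and were not called with edgeR here. In all these comparisons the calling of the 2 sides is therefore not known to match.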

Previous experiments indicated that the Muv phenotype associated with *Cbr-ivph-3* mutants and others of this class results from increased and ectopic expression of the *Cbr-lin-3/EGF* gene (Chamberlin et al., 2020), and this gene is indeed represented among transcripts that exhibit increased abundance in the overlap of *Cbr-spr-4*, *Cbr-htz-1* and *Cbr-ivph-3* mutant strains (Table S4). 

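Cbr-lin-3 (WBGene00028342), which encodes the EGF signal that induces vulval fates, was more abundant in the mutant. Its level was 8.75 ± 1.79 CPM in wild type and 17.6 ± 5.99 in the mutant (SD, n = 3 each), where the replicates gave 24.3, 12.9 and 15.6. The log2 fold change was 1.01 (standard error 0.28, adjusted p = 0.0456 from edgeR's quasi-likelihood test), and every mutant library lay above every wild-type library. The call for Cbr-lin-3 was lost without wild-type replicate 1 (0.82), 2 (1.01) or 3 (1.11) or mutant replicate 3 (1.09), with adjusted p of 0.0786 to 0.184 from edgeR, and held without mutant replicate 1 (0.70) or 2. It was also lost with DESeq2's size factors, with no filter on low counts, with limma-voom and with a replicate block, and kept under the other scalings and DESeq2 (adjusted p of 0.00748 to 0.184 over 15 alternatives).
Of 12 genes of vulval induction through EGF-Ras, Notch and Wnt signaling, 1 was higher, 1 was lower and 10 did not pass (0 higher and 1 lower when adjusted over the list alone, by edgeR, against 2 higher and 1 lower at an unadjusted p under 0.05, 1 and 1 in DESeq2 and 0 and 1 in limma-voom). The lower gene was Cbr-lin-7, which acts in localizing the EGF receptor, with a log2 fold change of -1.08 (standard error 0.16). The Notch ligand gene Cbr-dsl-3 did not pass (1.39, adjusted p = 0.132 from edgeR's quasi-likelihood test). It passed without mutant replicate 1 (1.46), where 2 vulval genes were higher and 7 lower. The list named for synMuv and DREAM repressors also takes in other chromatin genes. Its 4 tested members were Cbr-spr-4 itself, Cbr-lin-61, Cbr-set-25 and Cbr-mes-4. Cbr-spr-4 was at 60.2 ± 9.61 CPM in wild type and 38.3 ± 25.2 in the mutant (SD, n = 3 each), a difference that did not pass (log2 fold change -0.65, standard error 0.43). It passed at -1.35 without mutant replicate 1. Of the 4 tested genes of this list 0 were called by edgeR, over all genes or when adjusted over the list alone. In addition, 0 had an unadjusted p under 0.05 or were called by DESeq2 or limma-voom, while all 4 were lower without mutant replicate 1. Cbr-htz-1 fell by 0.56 on the log2 scale (standard error 0.15, adjusted p = 0.0395 from edgeR); it was not called under library totals (-0.25), with a replicate block (-0.57, adjusted p = 0.0752 from edgeR), without any 1 wild-type library (-0.64 to -0.51), or without mutant replicate 2 (-0.49) or 3 (-0.51).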

Taken together, the results indicate that while *Cbr-ivph-3* shares some gene regulatory network characteristics with *Cbr-spr-4* and *Cbr-htz-1*, it is functionally distinct, impacting the transcripts of a broader number of genes with both positive and negative effects.

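The cuticle collagen genes Cbr-col-39 and Cbr-col-89 went opposite ways in the mutant. Cbr-col-39 (WBGene00025973) fell from 1296 ± 94.5 to 673 ± 26.8 CPM, while Cbr-col-89 rose from 6.73 ± 1.76 to 21.7 ± 4.35 (SD, n = 3 each). Their log2 fold changes were -0.95 (standard error 0.12, adjusted p = 0.00324 from edgeR's quasi-likelihood test) and 1.69 (standard error 0.25). Of 28 tested cuticle collagen genes, 4 were higher, 1 was lower and 23 did not pass (4 and 1 when adjusted over the list alone). The others that rose were Cbr-col-129 (2.30), Cbr-col-105 (1.12, named after its value was seen) and Cbr-col-83 (0.86). Cbr-col-129 did not pass without wild-type replicate 1 (2.17), 2 (2.23) or 3 (2.42), and neither Cbr-col-105 nor Cbr-col-83 passed without wild-type replicate 1 (0.91 and 0.70) or 3 (0.94 and 0.77) or mutant replicate 2 (1.18 and 0.88) or 3 (1.14 and 0.83), with no low-count filter (1.07 and 0.82) or with a replicate block (1.16 and 0.88). Without mutant replicate 1, 7 collagen genes were higher and 13 lower.
Of 19 hedgehog-related and patched-related genes, 2 were higher, 1 was lower and 16 did not pass (1 and 1 when adjusted over the list alone). The patched-related genes Cbr-ptr-1 and Cbr-ptr-2 rose by 1.25 and 0.93, and the hedgehog-related gene Cbr-wrt-4 had a log2 fold change of -1.59. Cbr-ptr-1 did not pass when any 1 wild-type library was left out (1.14 to 1.29), and Cbr-ptr-2 did not pass then (0.81 to 0.97) or without mutant replicate 3 (1.07), with DESeq2's size factors (0.91), with no low-count filter (0.89) or with limma-voom (0.88), and had a log2 fold change of 0.60 without mutant replicate 1. Without mutant replicate 1, 3 genes of this list were higher and 8 lower. Taking its results as a whole, the paper reads them as showing that Cbr-ivph-3 has some regulatory network features in common with Cbr-spr-4 and Cbr-htz-1. It describes Cbr-ivph-3 as functionally distinct all the same, with positive and negative effects on a broader set of genes.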

**Fig. 1.**
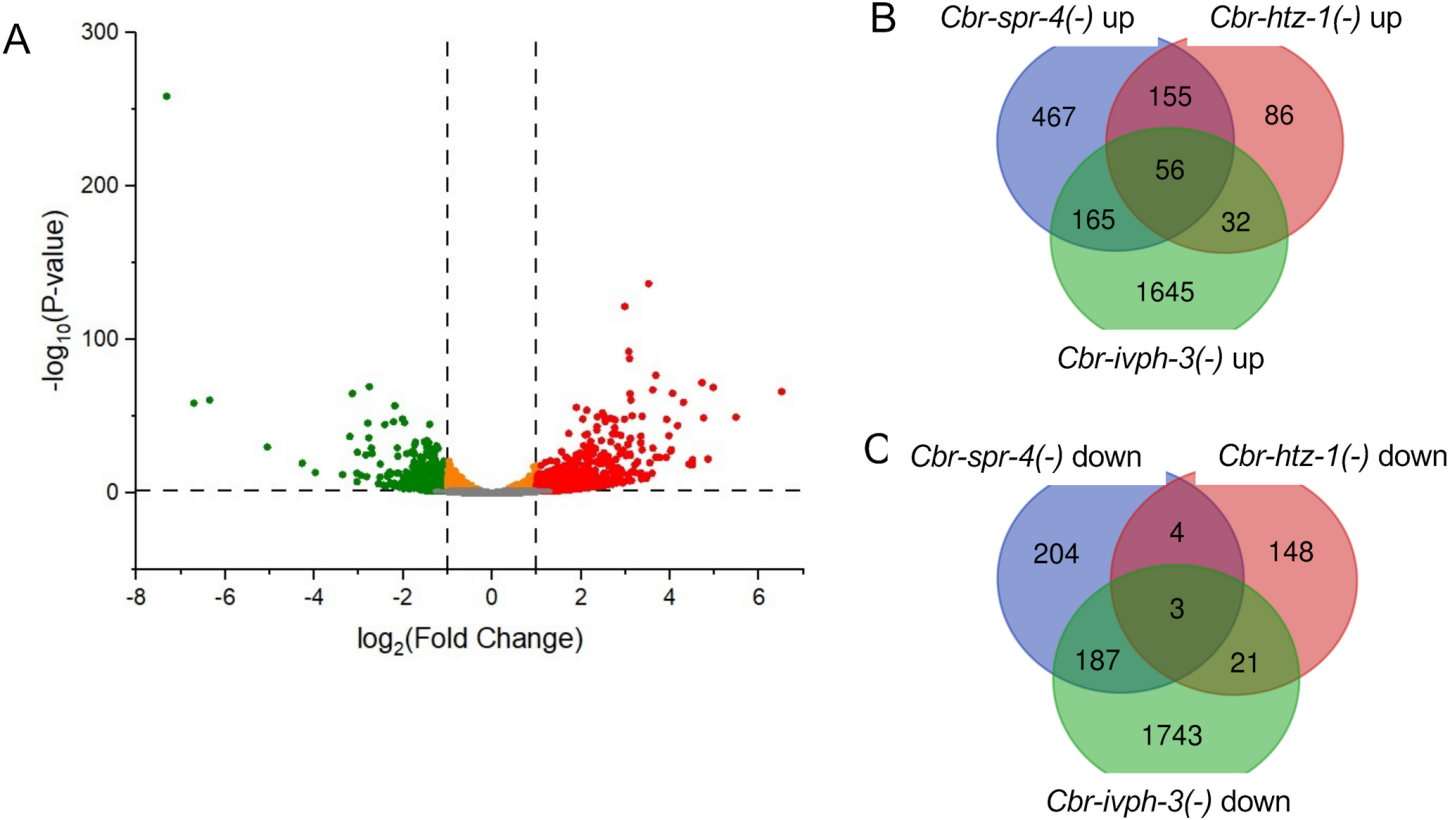
**RNA transcripts exhibit widespread dysregulation in *Cbr-ivph-3* mutants.** (A) Volcano plot showing the differentially expressed (DE) genes in *Cbr-ivph-3(sy5216)* mutant transcriptome compared to AF16 wild type. 1898 genes exhibit increased abundance (log_2_ fold change >+1) and 1954 genes exhibit decreased abundance (log_2_ fold change <−1), or 49% of DE genes are increased compared to wild type. This is in contrast with the data from the Muv mutants *Cbr-spr-4(gu163)* and *Cbr-htz-1(gu167)* (Chamberlin et al., 2020) where the corresponding values are 843 and 398 (68% increased) for *Cbr-spr-4(gu163)* and 329 and 176 (65% increased) for *Cbr-htz-1(gu167),* values that are statistically different from the *Cbr-ivph-3(sy5216)* data, but not each other (*P*<0.05, two-tailed proportional z-test). (B) Overlap of upregulated genes present in transcriptomic data sets of *Cbr-spr-4(gu163), Cbr-htz-1(gu167)* and *Cbr-ivph-3(sy5216).* Fifty-six genes exhibit increased abundance in all three mutants, including *Cbr-lin-3/EGF* that is confirmed previously for all three strains using RT-qPCR (Chamberlin et al., 2020). (C) Overlap of downregulated genes present in transcriptomic data sets of *Cbr-spr-4(gu163)*, *Cbr-htz-1(gu167)* and *Cbr-ivph-3(sy5216).* Only three genes exhibit decreased abundance in all three mutants. Gene Ontology (GO) analysis of the DE genes common to all three strains identified positive regulation of mitotic nuclear division (GO:0045840) and positive regulation of nuclear division (GO:0051785). Data are in Tables S1-S5 (DE gene lists and overlaps) and S12-S15 (GO term analysis).

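Genes with at least a 2-fold difference rose more often than they fell in the mutant. Of the called genes, 1039 had a log2 fold change above 1, such as Cbr-msh-5 and Cbr-clec-62, and 504 had one below -1, such as Cbr-vha-11 and Cbr-cat-4. The share of higher genes among these 1543 had a Wilson 95% interval of 65.0% to 69.6%. The other 1519 called genes lay between -1 and 1, Cbr-ivph-3 and Cbr-hyl-2 among them. Without wild-type replicate 1, 2 or 3 the genes beyond 2-fold numbered 936, 962 or 995 (526, 572 or 576 higher), and without mutant replicate 1 they numbered 2741 (1582 higher and 1159 lower). Under library totals 1879 were higher and 230 lower. In a test against a 2-fold change itself (glmTreat in edgeR) 274 genes were higher and 83 lower.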

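The genes listed as higher in all 3 mutants include the meiosis gene Cbr-msh-5, the spindle positioning gene Cbr-let-99 and the Y-box protein gene Cbr-cey-2.1. Of these 56 genes of Table S4, 53 were higher in Cbr-ivph-3 and 3 did not pass (56 higher when adjusted over the list alone); the study chose them on these same libraries, so this is not independent evidence. Cbr-let-99 (WBGene00031550) rose from 6.36 ± 1.06 to 47.4 ± 0.906 CPM (SD, n = 3 each), a log2 fold change of 2.90 (standard error 0.16). Cbr-mina-1 (WBGene00042587) rose from 7.05 ± 0.787 to 70.5 ± 10.9 (log2 fold change 3.32), and Cbr-marc-3 and Cbr-pals-38 had log2 fold changes of 2.61 and 2.01 (adjusted p = 8.26e-04 and 4.28e-04 from edgeR's quasi-likelihood test). The 3 genes that did not pass, named after their values were seen, were CBG18295 (2.04, adjusted p = 0.0563), CBG19250 (0.73, adjusted p = 0.0636) and CBG23414 (1.16, adjusted p = 0.0837), all from edgeR's quasi-likelihood test. Each of these 3 was higher in every mutant library than in every wild-type library, and each passed without mutant replicate 1 (1.06, 0.42 and 0.56), with DESeq2 and under library totals; CBG18295 passed without mutant replicate 3 as well (2.38). The number of the 56 called higher was 32, 33 and 31 without wild-type replicate 1, 2 and 3.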

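The ATP synthase subunit gene Cbr-asb-2 and the ceramide synthase gene Cbr-hyl-2 fell, and the dopamine receptor gene Cbr-dop-1 was lower without passing the test. Cbr-asb-2 (WBGene00034954) fell from 1075 ± 104 to 328 ± 16.4 CPM (SD, n = 3 each; log2 fold change -1.71, standard error 0.13, adjusted p = 5.93e-04 from edgeR's quasi-likelihood test). Cbr-hyl-2 (WBGene00034988) fell from 112.5 ± 8.18 to 58.4 ± 1.51 (log2 fold change -0.95, standard error 0.12). Cbr-dop-1 (WBGene00034947) had 13.3 ± 1.35 CPM in wild type and 9.52 ± 0.72 in the mutant, with every mutant library below every wild-type library (log2 fold change -0.48, standard error 0.15, adjusted p = 0.0578 from edgeR's quasi-likelihood test). Without mutant replicate 1, Cbr-dop-1 passed at -0.43 (adjusted p = 0.0122 from edgeR, against 0.0122 to 0.527 over 15 alternatives), and it passed with DESeq2 and with DESeq2's size factors. Of these 3 genes of Table S5, 2 were called lower (3 when adjusted over the list alone), and since the study chose them on these libraries this is not independent evidence.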

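A pair of genes for subunits of the anaphase-promoting complex, Cbr-mat-3 and Cbr-such-1, rose in the mutant, and both are in the list common to the 3 strains. Cbr-mat-3 (WBGene00033522) rose from 21.7 ± 0.271 to 32.8 ± 3.498 CPM (SD, n = 3 each; log2 fold change 0.59, standard error 0.12, adjusted p = 0.0179 from edgeR's quasi-likelihood test). Cbr-such-1 (WBGene00034055) rose from 11.0 ± 0.786 to 19.3 ± 3.83 (log2 fold change 0.81, standard error 0.17). Cbr-mat-3 did not pass without wild-type replicate 1 (0.54), 2 (0.56) or 3 (0.56) or mutant replicate 2 (0.64) or 3 (0.63), and Cbr-such-1 did not pass without any 1 wild-type library (0.74 to 0.83). The replicative helicase gene Cbr-mcm-6 (-0.38) and the primase subunit gene Cbr-pri-2 (0.28) did not pass with all 6 libraries and passed without mutant replicate 1 (-0.49 and 0.31), Cbr-pri-2 also under library totals (0.60). Of 23 genes of DNA replication and mitosis, 2 were higher and 21 did not pass (2 higher when adjusted over the list alone); without mutant replicate 1, 3 were higher and 14 lower.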

### IVPH-3 and other LIN-15B-domain-containing proteins are encoded by a gene class prevalent in a subset of *Caenorhabditis* species

*Cbr-ivph-3* has been identified to be part of a gene family that encodes proteins with the LIN-15B domain. This domain extends over 500 amino acids, and includes a sub-region with sequences similar to hAT transposases (Chesney et al., 2006; Chamberlin et al., 2020; Fig. S2). LIN-15B-domain-encoding genes are prevalent in the genomes of some *Caenorhabditis* species, with seven clear representatives in *C. elegans* and six in *C. briggsae* (Fig. 2). However, there are no clear LIN-15B-domain containing proteins made in organisms with other highly curated genomes, such as human, mouse, zebrafish, or *Drosophila* (using Blastp; Altschul et al., 1990). While lack of Blastp hits does not rule out the possibility for highly divergent family members produced by a genome, these analyses support the classification of LIN-15B-domain encoding genes as lineage-restricted within *Caenorhabditis*, or poorly conserved across species.

**Fig. 2.**
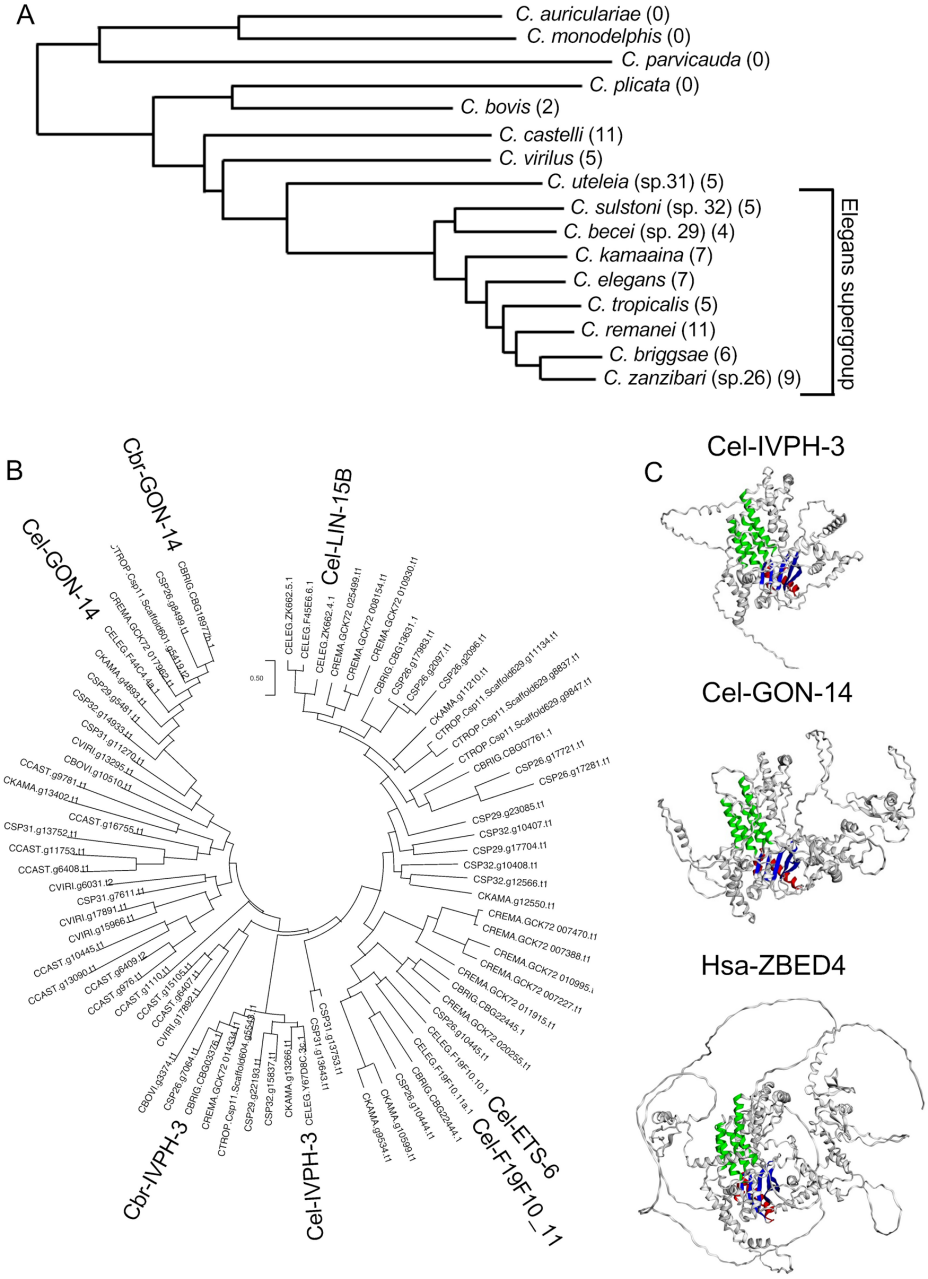
**Multiple genes encoding LIN-15B domain proteins are present in the genomes of *Caenorhabditis* species of the Elegans-supergroup and related nematodes, but not apparent in more distantly related *Caenorhabditis* species.** (A) A phylogenetic tree for 16 *Caenorhabditis* species, adapted from Sun et al., 2022. The number of genes encoding proteins with a LIN-15B domain for each genome is listed in parentheses, based on Blastp hits at Caenorhabditis.org using default parameters. (B) Maximum likelihood tree of proteins with a LIN-15B domain from the species in panel A. *C. elegans* and *C. briggsae* IVPH-3 and GON-14 are highlighted, along with the three additional *C. elegans* protein sequences included in the alignment of Fig. S2. Scale is substitution per site. LIN-15B, F19F10.11 and ETS-6 also contain one or more THAP or THAP-like domains, but these are distinct and separate from the LIN-15B domain (Clouaire et al., 2005). (C) Predicted structures for Cel-IVPH-3 (AF-Q86DD2-F1-v4), Cel-GON-14 (AF-Q4PIU4-F1-v4), and Hsa-ZBED4 (AF-O75132-F1-v4) from AlphaFold (Jumper et al., 2021), annotated with the color coding of Fig. S2 and orientation adjusted using EzMol (Reynolds et al., 2018).

To better understand the evolution of this gene family within nematodes, we evaluated sequence data from 16 *Caenorhabditis* species, distributed across the genus (Stevens et al., 2019, 2020; Sun et al., 2022). While multiple LIN-15B-domain-encoding genes are present in genomes derived from Elegans supergroup species and some related species, they are not detected in more basal *Caenorhabditis*, or in outgroup nematodes *Diploscapter pachys*, *Diploscapter coronatus*, or *Ascaris suum* (Fig. 2A,B). To ask whether structurally similar proteins may be encoded by other genomes but not apparent at the primary sequence level using Blastp, we used AlphaFold to evaluate predicted structural features (Jumper et al., 2021; Varadi et al., 2024). LIN-15B-domain-containing proteins all have many high confidence domains (pLDDT>90) including a canonical RNAse H fold (Fig. 2C; Fig. S2). Human proteins with similar predicted structures identified using Foldseek (AFDB50, van Kempen et al., 2024) include zinc finger BED-domain containing proteins (ZBED) (Fig. 2C; Table S17). We conclude that LIN-15B-domain containing proteins share structural features with proteins from other species, but they lack clear orthologs outside of a subset of *Caenorhabditis* species. While the origin of these *Caenorhabditis* genes is not clear, it is notable that genes encoding structurally similar proteins, including *ZBED* genes in vertebrates and *SLEEPER* genes in angiosperms, originated as transposons that subsequently were ‘domesticated’, with their products adapted to critical roles in a variety of important host cell processes (Sinzelle et al., 2009; Arensburger et al., 2011; Knip et al., 2012; Hayward et al., 2013).

### *ivph-3* and *gon-14* exhibit distinct sequence constraints in Elegans supergroup species compared to other LIN-15B-domain-encoding genes

We constructed a phylogenetic tree of the LIN-15B-domain-containing proteins to better understand the emergence and relationships among the encoding genes in *Caenorhabditis* (Fig. 2B). Our analysis revealed that the genomes exhibit a high degree of tolerance to duplication, loss, and sequence change for most genes. For example, the *C. elegans* genome contains seven genes in this family, five of which are *lin-15B* and two partial duplicates of the *lin-15B* gene, as well as the duplicate genes *Cel-ets-6* and *Cel-F19F10.11* (Fig. 2B). In contrast, among genomes of the Elegans supergroup species, genes encoding IVPH-3- or GON-14-related proteins retain an apparent one-to-one orthology and a relatively high level of sequence conservation compared to other family members (Fig. 2B). We conclude that *ivph-3* and *gon-14* exhibit gene copy number and sequence constraints distinct from the other family members. We hypothesize that these features, when observed in a novel or poorly conserved gene family, correlate with an adaptive transition of gene function. For example, such selection modifications may occur when a gene's product embeds in a biological process where enzymatic functions or interactive partners place greater constraints on stoichiometry and sequence characteristics (Worth et al., 2009). The coincident behavior for two genes in the family (*ivph-3* and *gon-14*) is suggestive that they adapted to a common process.

### *ivph-3* and *gon-14* mutants exhibit similar within-species phenotypes, and coincident evolution of phenotype

To better understand the relationship between *ivph-3* and *gon-14* and how these genes function *in vivo*, we evaluated mutant phenotypes in *C. elegans* compared to *C. briggsae* (Fig. 3). *Cel-gon-14* mutants were isolated in genetic screens for hermaphrodites with defects in specification of the somatic gonad distal tip cells (DTCs) which are essential for proper development of the gonad and the support of germ cell proliferation (Siegfried et al., 2004; Chesney et al., 2006). Consistent with this function, homozygous *Cel-gon-14* mutant hermaphrodites are sterile, and frequently lack one or both gonad arms (Fig. 3B,D-E; Siegfried et al., 2004). Many *ivph-3(gk3691)* mutants are sterile, but most derived from heterozygous mothers retain both gonad arms (Fig. 3C-E). Any offspring from fertile *ivph-3(gk3691)* homozygous mutants are sterile (Maternal Effect Sterile, Mes, Fig. 3E), and all exhibit defects in gonad arm outgrowth (Fig. 3D). We conclude that fertility and gonad arm development defects are shared phenotypes associated with *Cel-ivph-3* and *Cel-gon-14* mutants. In contrast to the *C. elegans* mutants, *Cbr-ivph-3* and *Cbr-gon-14* mutants are generally fertile (Fig. 3E, Chamberlin et al., 2020). For both *C. elegans* and *C. briggsae, ivph-3; gon-14* double mutants do not exhibit an enhanced phenotype compared to single mutants, a result consistent with the idea that in both species, the two genes participate in a common process. Homozygous *Cbr-ivph-3* or *Cbr-gon-14* mutants exhibit a strong Muv phenotype (Fig. 3F; Sharanya et al., 2015; Chamberlin et al., 2020). By contrast, *Cel-ivph-3* and *Cel-gon-14* mutants are generally nonMuv with a normal pattern of vulva development, and this phenotype is not enhanced in double mutants (Fig. 3F-G; Chesney et al., 2006; Chamberlin et al., 2020).

**Fig. 3.**
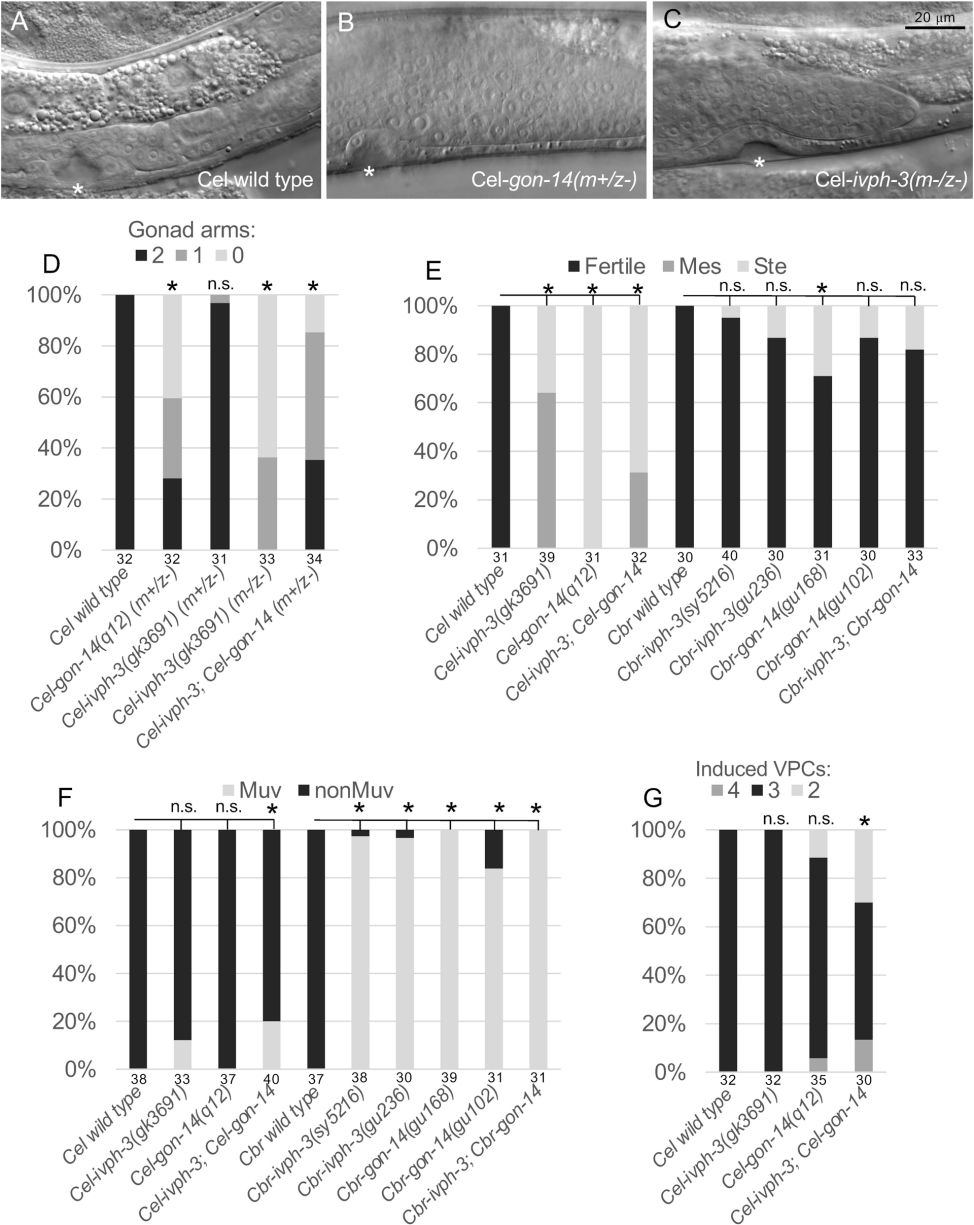
***Cel-gon-14* and *Cel-ivph-3* mutants exhibit similar defects in gonad development and fertility, and are phenotypically distinct from *Cbr-gon-14* and *Cbr-ivph-3* mutants.** (A-D) Gonad arm outgrowth is defective in *Cel-gon-14* and *Cel-ivph-3* mutants. (A) In wild-type hermaphrodites, two gonad arms develop from the gonad primordium in the animal midbody. In L4 larvae, the arms have developed toward the animal ends, completed a U-turn, and migrated back toward the midbody along the dorsal side of the body cavity. Asterisk indicates the position of the developing vulva opening, and a single gonad arm (posterior) is shown. (B) *Cel-gon-14* mutants derived from heterozygous mothers exhibit defects in distal tip cell (DTC) differentiation and subsequent outgrowth of the gonad arms (Siegfried et al., 2004), and the gonad cells fail to migrate and frequently form a single mass of cells in the center of the animal. (C) While the gonads of *Cel-ivph-3* mutants derived from heterozygous mothers are generally normal in morphology (not shown), *Cel-ivph-3* mutant offspring produced by mutant mothers (m-z-) likewise exhibit gonad arm defects. (D) Quantification of the gonad arm defect. Introduction of *Cel-ivph-3(gk3691)* into the *Cel-gon-14(q12)* background does not enhance the phenotype. Asterisk indicates statistically different from Cel wild type (*P*<0.05, Fisher-Freeman-Halton test with Bonferroni correction). n.s., not significantly different. *Cel-ivph-3; Cel-gon-14* is also not significantly different from *Cel-gon-14(q12)* (using the same test). (E) Homozygous mutant *Cel-gon-14* or *Cel-ivph-3* animals fail to produce offspring (Ste) or produce some offspring that all fail to produce offspring (Mes). Double mutant animals exhibit a phenotype similar to the single mutants. Homozygous mutant *Cbr-gon-14* or *Cbr-ivph-3* animals are generally fertile, as are double mutants (Chamberlin et al., 2020). Asterisk indicates statistically different from the wild type (*P*<0.05, Fisher-Freeman-Halton test with Bonferroni correction). n.s., not significantly different. (F) Homozygous mutant *Cbr-gon-14* or *Cbr-ivph-3* mutants exhibit a strong Multivulva (Muv) phenotype, whereas *Cel-gon-14* and *Cel-ivph-3* mutants are generally nonMuv. Asterisk indicates statistically different from the wild type (*P*<0.05, Fisher's exact test with Bonferroni correction). n.s., not significantly different. (G) Animals that do exhibit ventral protrusions (scored as Muv) typically exhibit defects in vulva morphogenesis rather than inappropriate vulva cell proliferation, as only the wild-type of three vulva precursor cells (VPCs) typically divide to produce vulva cells in *Cel-gon-14* and *Cel-ivph-3* mutants. *Cel-gon-14* single and *Cel-ivph-3; Cel-gon-14* double mutants exhibit increased variation in the number of induced cells, with some animals producing two or four induced cells rather than three as in the wild type. Asterisk indicates statistically different from the wild type (*P*<0.05, Fisher-Freeman-Halton test with Bonferroni correction). n.s., not significantly different. Although the mutant strains have an increased frequency of non-wild-type cell patterns, the average number of induced cells (induction index) for single and double mutants is not different from wild type (*t*-test with Bonferroni correction). Average number of induced cells for these data: Cel wild type (3, s.d.=0), *Cel-ivph-3(gk3691)* (3, s.d.=0), *Cel-gon-14(q12)* (2.9, s.d.=0.416), *Cel-ivph-3; Cel-gon-14* (2.8, s.d.=0.648). Full genotypes for double mutants: *Cel-ivph-3(gk3691); Cel-gon-14(q12). Cbr-ivph-3(sy5216); Cbr-gon-14(gu102).* Sample sizes are indicated at the base of each bar.

### Species differences in function for *ivph-3* and *gon-14* reflect both context-specific and gene-specific changes

To identify the source of the phenotypic differences between the two species, we evaluated the capacity of each gene to rescue genetic mutants. We introduced wild-type genomic DNA PCR fragments as transgenes, and asked whether they can rescue the mutant phenotype (Fig. 4). *Cbr-gon-14(+)* DNA rescues *gon-14* mutants of either species, whereas *Cel-gon-14(+)* DNA only rescues *Cel-gon-14* mutants (Fig. 4B,D). By contrast, *Cel-ivph-3(+)* DNA rescues *ivph-3* mutants of either species, whereas *Cbr-ivph-3(+)* DNA only rescues *Cbr-ivph-3* mutants (Fig. 4B,D). Since *Cel-ivph-3* and *Cbr-ivph-3* differ in that *Cel-ivph-3* can produce transcripts with upstream exons not present in *Cbr-ivph-3* (Fig. S3; wormbase.org Davis et al., 2022), we hypothesized that this difference might reflect *Cel-ivph-3*-specific functions for the longer transcript. However, either a fragment including all *Cel-ivph-3* exons (*Cel-ivph-3(+)L*) or one that lacks the two most 5′ exons (*Cel-ivph-3(+)S*) is sufficient to rescue the Ste phenotype associated with *Cel-ivph-3(gk3691)* (Fig. 4B)*.* Altogether, we conclude that the *Cel-gon-14(+)* or *Cbr-ivph-3(+)* sequences sufficient for function within species are not sufficient to rescue across different species, whereas those of *Cbr-gon-14(+)* and *Cel-ivph-3(+)* are. These results identify structural and functional differences between *gon-14* and *ivph-3* in the two species. Additionally, cellular and genetic context plays a role in the ultimate phenotypic consequences, since loss of *Cbr-gon-14* has a minor impact on fertility and loss of *Cel-ivph-3* has a minor impact on vulval development, but the wild-type gene can fully restore these functions when introduced into cross-species mutants with the defect.

**Fig. 4.**
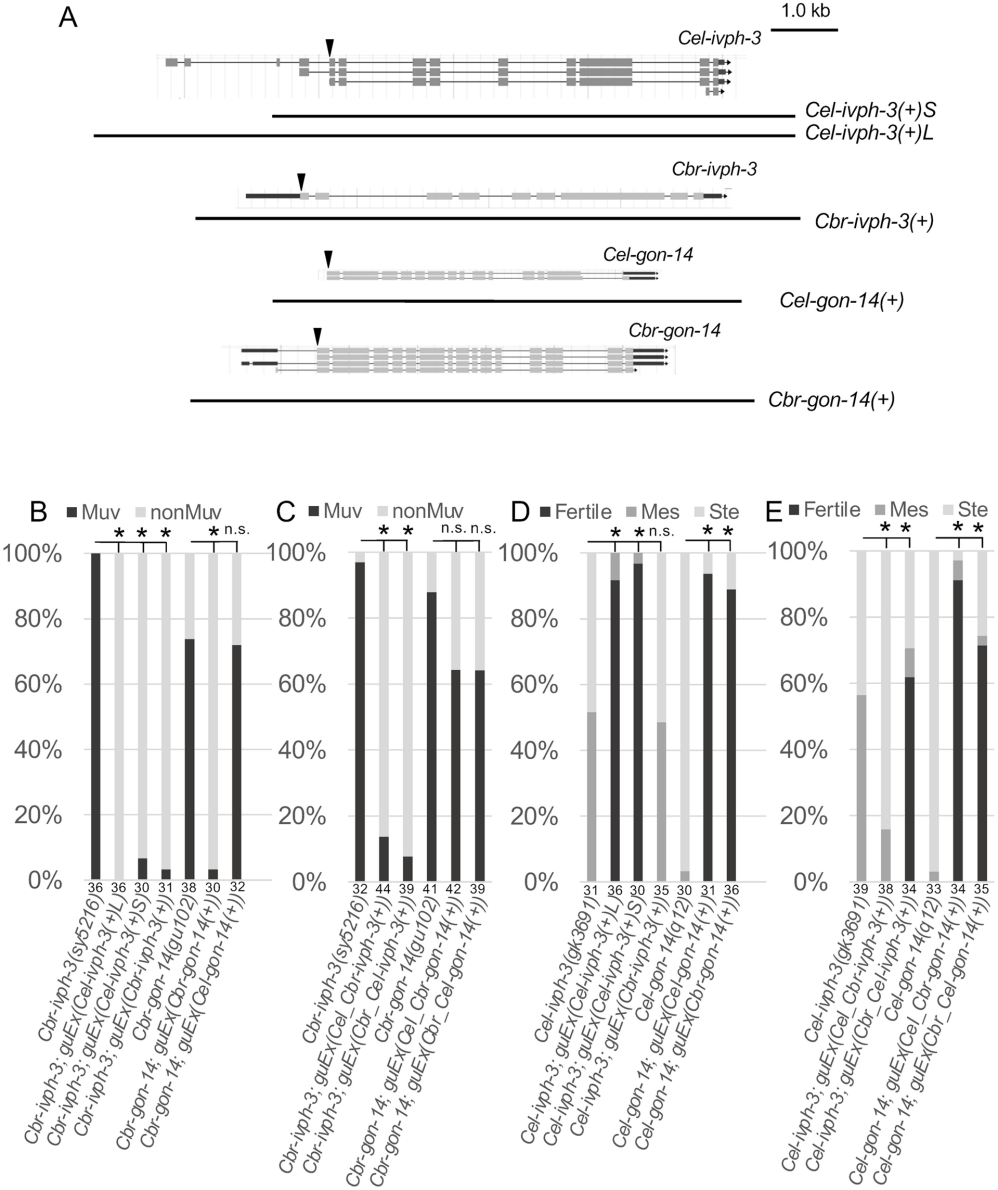
***ivph-3* and *gon-14* exhibit distinct capacities to compensate across species.** (A) Gene models for *Cel-ivph-3*, *Cbr-ivph-3*, *Cel-gon-14* and *Cbr-gon-14* (from wormbase.org, Davis et al., 2022), annotated to indicate the extent of genomic sequence included in the PCR products used for transgenic rescue in panels B-E. A triangle indicates the swap point for the chimeric genes evaluated in C and E. (B,C) Transgenic rescue experiments for *Cbr-ivph-3* and *Cbr-gon-14* mutants. (B) Either long (L) or short (S) *Cel-ivph-3(+)* DNA rescues the Muv phenotype associated with *Cbr-ivph-3* mutants, whereas *Cel-gon-14(+)* DNA does not rescue the phenotype in *Cbr-gon-14* mutants. (C) Either *Cbr_Cel-ivph-3(+)* DNA (*Cbr* sequences upstream and *Cel* sequences downstream of the gene start codon) or *Cel_Cbr-ivph-3(+)* DNA can rescue the Muv phenotype associated *Cbr-ivph-3* mutants. Neither *Cbr_Cel-gon-14(+)* DNA nor *Cel_Cbr-gon-14(+)* DNA restores gene activity as does the intact *Cbr-gon-14(+)* DNA in *Cbr-gon-14* mutants. (D,E) Transgenic rescue experiments for *Cel-ivph-3* and *Cel-gon-14* mutants. (D) Either *Cel-gon-14(+)* or *Cbr-gon-14(+)* DNA rescues the Ste phenotype associated with *Cel-gon-14* mutants. Either long (L) or short (S) *Cel-ivph-3(+)* DNA can rescue *Cel-ivph-3* mutants but *Cbr-ivph-3(+)* DNA does not. (E) *Cbr_Cel-ivph-3(+)* DNA can restore fertility to *Cel-ivph-3* mutants, whereas *Cel_Cbr-ivph-3(+)* DNA does not. *Cel_Cbr-ivph-3(+)* transgene-bearing animals are statistically different from control as more animals are Ste rather than Mes. Either the *Cbr_Cel-gon-14(+)* DNA or the *Cel_Cbr-gon-14(+)* DNA can restore fertility to *Cel-gon-14* mutants. Asterisk indicates statistically different from the homozygous mutant without a transgene (*P*<0.05, Fisher’s exact test or Fisher-Freeman-Halton test, with Bonferroni correction). n.s., not significantly different. Sample sizes are indicated at the base of each bar.

One explanation for the cross-species gene rescue results could be that the genes capable of rescuing in both species are expressed and function in a broader set of cells compared to the genes with more restricted rescue ability. Single cell RNAseq data indicate that the expression pattern for each gene is relatively well conserved, and both genes have relatively broad expression in both species (Large et al., 2025; Toker et al., 2025). Indeed, a cell-type expression specificity measure (Tau) indicates that in both cases the gene with ability to rescue in both species exhibits a greater cell-restricted pattern of expression than its ortholog (Large et al., 2025; Table S19). We evaluated the rescue ability of chimeric genes composed of sequences upstream of the start codon from one species and downstream sequences from the other, and found that while either chimeric transgene can rescue the mutant phenotype for strains rescued by the genomic DNA of both species, *Cbr-gon-14* mutants were poorly rescued by both, and only the *Cbr_Cel-ivph-3(+)* transgene (upstream sequences from *Cbr-ivph-3* and downstream from *Cel-ivph-3*) restored fertility to the *Cel-ivph-3* mutants (Fig. 4C,E). Altogether, these results indicate there may be multiple distinctions between the species for each gene, although future experiments will be necessary to identify their specific differences.

Taxonomically restricted genes are prevalent in all genomes and have a variety of evolutionary origins (Pereira et al., 2025). They are of evolutionary interest as a class due to their capacity to be recruited to essential biological processes *de novo*, and to contribute to novel biological adaptations (Khalturin et al., 2009). Here, we evaluate the characteristics for one taxonomically restricted gene class, those encoding LIN-15B-domain proteins in *Caenorhabditis*. The LIN-15B domain includes an RNAse H fold, an evolutionary ancient protein structure that is prevalent in transposases and other nucleases (Ma et al., 2008; Nowotny, 2009; Majorek et al., 2014). While we do not rule out the possibility that IVPH-3 and GON-14 function as nucleases, other RNAse H fold-containing proteins such as those in the ZBED family associate with specific DNA elements and act as transcriptional regulators (Markljung et al., 2009; Hayward et al., 2013; Somerville et al., 2020). In *C. elegans*, LIN-15B itself associates with specific sites in the genome, and impacts the transcription of target genes (Rechtsteiner et al., 2019; Gal et al., 2021), and alleles of *Cel-gon-14* have been identified in genetic screens for altered transcriptional response to mitochondrial dysfunction (Xu et al., 2024). However, the mechanisms for how GON-14 and IVPH-3 function remain important work for the future.

Our results indicate that *Caenorhabditis* LIN-15B domain-encoding genes exhibit distinct selection characteristics that correlate with *in vivo* function. Two genes, *ivph-3* and *gon-14*, each play an important role in development in two species, *C. elegans* and *C. briggsae*. Where tested in *C. elegans*, genetic disruption of others in the family do not exhibit overt phenotypes on their own under standard growth conditions, although several exhibit synthetic or redundant functions with other genes (Clark et al., 1994; Huang et al., 1994; Byrne et al., 2007; Sawyer et al., 2011), and *Cel-lin-15B* participates in a variety of gene regulatory processes (Wang et al., 2005; Petrella et al., 2011; Gal et al., 2021). Overall, our analysis provides a deeper understanding of how novel taxonomically restricted genes transition from redundant or auxiliary roles to essential functions, shedding light on their evolutionary significance and their adaptation to species-specific roles.

## MATERIALS AND METHODS

### Worm maintenance and genetics

*Caenorhabditis* strains were grown on NGM (or NG-Agar) plates seeded with *Escherichia coli* strain OP50 as a food source (Stiernagle, 2006). All experiments were carried out at 20°C unless otherwise indicated. The wild-type *C. elegans* used was N2 Bristol. The wild-type *C. briggsae* used was AF16. Specific strains and genotypes are listed in Table S6. *Cel-gon-14(q12)* is a G to A substitution that results in a premature termination codon at amino acid 598 (exon 9) (Chesney et al., 2006). *Cel-ivph-3(gk3691) is* an allele that deletes exon 4 and the first nine bp of exon 5 of the longest transcript (Fig. 4; exon 1 and 2 of Y67D8C.3a.1; Chamberlin et al., 2020). *Cbr-gon-14(gu102), Cbr-gon-14(gu168), Cbr-ivph-3(sy5216)* and *Cbr-ivph-3(gu236)* each introduce a premature stop codon into their respective genes (Chamberlin et al., 2020). *Cbr-gon-14(gu102)* is a G to A substitution that alters the 5′ splice recognition site of intron 8 (of CBG18977b.1), resulting in failure to remove the intron and introduction of an in-frame stop codon. *Cbr-gon-14(gu168)* is a C to T substitution that introduces a premature stop codon into exon 7. *Cbr-ivph-3(sy5216)* is a G to A substitution that introduces a premature stop codon into exon 7 (of CBG03376.1). *Cbr-ivph-3(gu236)* is a C to T substitution that introduces a premature stop codon into exon 4.

### RNA preparation, sequencing, and analysis

*C. briggsae* animals (AF16 wild type or PS9217 *Cbr-ivph-3(sy5216)*) were developmentally synchronized using a standard bleaching method (Porta-de-la-Riva et al., 2012). Synchronized L1s were plated onto OP50 seeded plates and incubated at 20°C. Larval animals were staged based on VPC division using Nomarski optics (Yochem, 2006; Chamberlin et al., 2020), and harvested for RNA following the Trizol (Invitrogen) protocol. 

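Mutant replicate 1 differed from mutant replicates 2 and 3 in the median level of several gene lists. The median log2 ratio of 18 oocyte and early embryo genes to their wild-type mean was 1.05 in mutant replicate 1, -0.79 in mutant replicate 2 and -0.78 in mutant replicate 3, and in 22 meiosis genes it was 1.26, -0.05 and -0.13. In 28 cuticle collagen genes it was 0.83, -0.13 and -0.28, and in 23 DNA replication and mitosis genes 0.52, -0.45 and -0.47. Single members went the other way, with a log2 ratio of mutant replicate 1 to mutant replicates 2 and 3 of -0.77 for Cbr-syp-2 and -0.16 for Cbr-him-8. The median over immune effectors was above the wild-type mean in all 3 mutant libraries (0.51, 0.88 and 0.85), and that over mitochondrial ribosome genes was below it in all 3 (-0.73, -0.30 and -0.33). Over all genes with enough counts, log2 ratios between mutant replicates 2 and 3 had an SD of 0.214, against 0.861 and 0.857 between mutant replicate 1 and each of these. The number of genes over 2-fold apart was 66 between mutant replicates 2 and 3, 2880 and 2886 for mutant replicate 1 against each, and 276 to 455 between wild-type libraries. Spearman correlations across genes were 0.998 between mutant replicates 2 and 3 and 0.947 between mutant replicate 1 and either, and genes are not independent replicates. The mean chi-square per gene was 2.51 between mutant replicates 2 and 3, below the 7.95 to 32.3 of wild-type pairs. Separate libraries exceed the sampling noise of counts in any case, so this value does not show how independent mutant replicates 2 and 3 are.

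**Figure D2:**
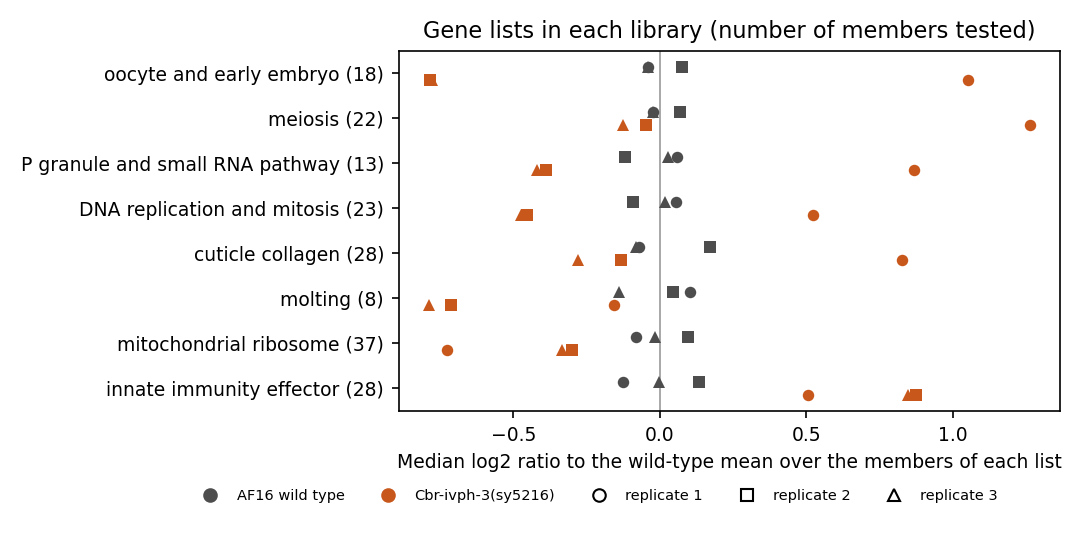
Median log2 ratio to the wild-type mean for 8 gene lists, with 1 point per library. Mutant replicate 1 lies at 1.05 for the oocyte and early embryo list, where mutant replicates 2 and 3 lie at -0.79 and -0.78.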

Three independent biological replicates were prepared for each genotype and sequenced using the Illumina NovaSeq 6000 system by Genome Quebec to generate paired-end reads. The average number of reads obtained per sample was 2.9 million (ranging from 2.5 million to 3.4 million), with an average read length of 200 bp. 

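The deposited counts set how well genes of low abundance were measured. The germline gene Cbr-nos-1 (WBGene00039817) had 5, 6 and 6 counts in the wild-type libraries and 138, 133 and 189 in the mutant libraries, so its rise stood far outside counting error, while its wild-type level rests on few read pairs. Cbr-lin-3, at a middling level, had 153, 204 and 236 counts in wild type. The most abundant of the genes followed here, Cbr-hsp-60 (WBGene00032785), had 1672 ± 53.8 CPM in wild type (SD, n = 3). Between 17462 and 18723 genes had at least 1 count in a library. The 10 most abundant genes took 4.77% to 5.66% of a library's counts, and no gene took more than 0.891%. Counts were simulated in a single set, with the mean levels of wild type and the spread within genotypes estimated over all 6 libraries. In these, edgeR recovered 12.3% of genes changed 2-fold and 91.2% of genes changed 4-fold, and 5.4% of its 74 calls were false. Far fewer genes were changed there than were called in the real data, so neither the false share nor the recovery carries over.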

RNA sequencing reads that were generated by Genome Quebec were processed using the online program, Galaxy (Galaxy Community, 2024, https://usegalaxy.org/). The algorithm for each program is outlined in Table S11. Gene Ontology (GO) enrichment analysis was performed using the PANTHER overrepresentation test (version 20240807; Mi et al., 2021) (Tables S12-S15).

### Evaluation of IVPH-3-related protein sequence

The amino acid sequence of Cel-IVPH-3 was obtained from wormbase.org (WS294) (Davis et al., 2022), and used in the protein blast function on Caenorhabditis.org against datasets for the 16 *Caenorhabditis* species listed in Fig. 2A. The resulting sequences were filtered to retain a single (the longest) isoform for each predicted protein hit (Table S9). The tree of Fig. 2B was produced using these sequences, aligned using Muscle and evaluated using the Jones Taylor-Thornton Maximum Likelihood method within MEGA11 (Tamura et al., 2021).

Four *C. elegans* proteins have both a full-length LIN-15B-domain and predicted structures represented in the AlphaFold database (Cel-IVPH-3, Cel-GON-14, Cel-LIN-15B, Cel-ETS-6). These all have an average predicted local distance difference test (pLDDT) value between 60-75, but with many high confidence domains (pLDDT>90). All four proteins are annotated for an RNAse H fold (TED classification 3.30.420, Nucleotidyltransferase; domain 5; Lau et al., 2024) followed by one or more unclassified domains that correspond to other elements of the LIN-15B domain (Fig. 2C; Fig. S2). Structurally related proteins for Cel-IVPH-3 (AF-Q86DD2-F1-v4) and Cel-GON-14 (AF-Q4PIU4-F1-v4) were identified using Foldseek and both the PDB and AFDB50 databases (van Kempen et al., 2024) as implemented on the Alphafold website (AlphaFold.ebi.ac.uk; Jumper et al., 2021). This identified structurally related proteins for Cel-IVPH-3 [22 in PDB and the maximum (1000) in AFDB50] and Cel-GON-14 (23 in PDB and 64 in AFDB50). Top hits for each outside of *Caenorhabditis* were proteins annotated as including a BED domain (sorted by lowest E-value). The full list of hits for each protein was interrogated with the same species or genera queried for Blast search [human (*Homo sapiens*), mouse (*Mus musculus*), zebrafish (*Danio*), fruit fly (*Drosophila*), nematodes (*Caenorhabditis*, *Ascaris* and *Diploscapter*)]. Proteins from none of these species are represented in the Cel-GON-14 sets. Within the Cel-IVPH-3-related sets, a single hit (human DNA mismatch repair protein Msh3) was identified in PDB (Table S16). Hits in the AFDB50 database include one in human (Zinc finger BED domain-containing protein 4), two in zebrafish, and seven in *Drosophila* species (two in *D. melanogaster*, and one each in five other species), all identified either as BED domain-containing or uncharacterized proteins (Table S17). No hits in either database were identified for the two outgroup nematode genera, although the AFDB50 database included over 27,000 structural model predictions from *Ascaris* (primarily *Ascaris lumbicoides*) and over 32,000 from *Diploscapter* (primarily *Diploscapter pachys*). Within *Caenorhabditis*, only hits from Elegans supergroup species were identified (Table S18), although very few predicted protein models are included for species outside of the Elegans supergroup in AFDB50. Predicted structures for Cel-IVPH-3 (AF-Q86DD2-F1-v4), Cel-GON-14 (AF-Q4PIU4-F1-v4), and Hsa-ZBED4 (AF-O75132-F1-v4) were obtained from AlphaFold.ebi.ac.uk (Jumper et al., 2021; Varadi et al., 2024). These structures were annotated with color to highlight structural features and adjusted for orientation using EzMol (www.sbg.bio.ic.ac.uk/ezmol/) (Reynolds et al., 2018).

### Molecular biology and transgenics

PCR was used to amplify products from wild type (*C. briggsae* AF16 or *C. elegans* N2) genomic DNA (primers in Table S8). These PCR products were incorporated into injection mixes (25 ng/μl PCR product, 15 ng/μl pDP#MM016 (*Cel-unc-119(+)*)*,* 10-20 ng/μl pCFJ90 (*myo-2::mCherry*), and 50 ng/μl 1 kb ladder (NEB) as a carrier), and injected into the gonad of adult hermaphrodites following standard *C. elegans* protocols (Mello et al., 1991). Specific transgene details are in Table S7.

### Phenotypic assays

#### Fertility

L4 hermaphrodites (P_0_) were selected individually onto plates and observed for offspring after 2 days and after 7 days. Animals with no apparent eggs or offspring on either day were scored as Sterile (Ste). Animals with apparent eggs and offspring on both days, with clear production of offspring from the F1 progeny, were scored as Fertile. Animals with apparent eggs or offspring on day 2, but no apparent progeny from the F1 animals were scored as Maternal Effect Sterile (Mes). All experiments in a given graph were conducted in parallel, in 2-4 batches.

#### Vulva development

Production of the Multivulva (Muv) phenotype was measured in young adult animals by selecting L4 hermaphrodites onto plates and observing their morphology on the next day (Lyu and Chamberlin, 2024). To measure the extent of vulva cell development (induction; Fig. 3G), early L4 larval animals were selected and evaluated for the number of vulval cells and inferred number of VPCs that had divided to produce them (Sternberg and Horvitz, 1986). All experiments in a given graph were conducted in parallel, in 2-4 batches.

#### Gonad morphology

Microscopic slides were prepared as described above, and gonad arm morphology was scored in L4 larvae. In wild-type *C. elegans* (and *C. briggsae*) hermaphrodites, the gonad develops with two arms that extend from the mid-body along the ventral of the animal, then migrate to the dorsal and back toward the mid-body. Gonad arms lacking a distal tip cell (DTC) fail to migrate. L4 animals were evaluated for the presence of gonad arms that had completed an extent of ventral migration, as well as migration to the dorsal. All experiments in a given graph were conducted in parallel, in 2-4 batches.

#### Animal movement

Young adult animals (day-1 adult) were obtained by separating well-fed L4 animals to a fresh plate and performing the analyses on the next day. Pharyngeal pumping was measured in day-1 adult hermaphrodites under a dissecting microscope, counting the number of times pharyngeal contraction was observed in 30 s. Body bends were measured by counting the number of sinusoidal waves the worm made in 1 min (one wave corresponds to one body bend). The reading was not counted if the worm stopped moving before 1 min time elapsed.

#### Oxidative stress

Methyl viologen (Paraquat, PQ) was used to assay oxidative stress. Young adult (day-1) worms were washed off a synchronized plate and added into 300 μl of 200 mM PQ in M9 in 24-well plates. 50–100 worms were added in each well, and two wells were used for each strain. Animals were evaluated once per hour over a 4 h period for their response to touch – if animals did not respond and had a rod-like appearance, they were counted as dead.

### Sequence alignment

The LIN-15B domains of *C. elegans* LIN-15B-related proteins were recovered and cropped from the *C. elegans* sequences in Table S9 (based on the blast alignment), yielding the sequences listed in Table S10. These sequences were aligned using the EMBL-EBI Clustal Omega server (https://www.ebi.ac.uk/jdispatcher/msa/clustalo) (Sievers et al., 2011), and shaded using BoxShade (https://junli.netlify.app/apps/boxshade/).

### Cbr-ivph-3 cDNA

To define the transcripts made from the *Cbr-ivph-3* locus and to validate the predicted gene model, we harvested RNA from day-1 wild-type animals (Trizol), synthesized first strand cDNA using LunaScript RT Supermix kit (NEB #E3010) that contained random hexamers and oligo-dT primers and used PCR to amplify possible products with a *Cbr-ivph-3*-specific reverse primer in predicted exon 7, and primers to recognize splice leaders (SL1 and SL2). Two products were obtained using the SL1-specific primer. These products were separated on an agarose gene, excised, and subject to Sanger sequencing, which identified two SL1-spliced isoforms which include the longer isoform represented in the gene model, as well as an isoform that begins with exon 3 of the longer isoform. Primers are listed in Table S8.

## Supplementary Material

10.1242/biolopen.062018_sup1 Supplementary information

Table S1. List of DE genes in *Cbr-ivp-3(sy5216)*.

Table S2. *Cbr-ivp-3(sy5216)* DE genes with significant changes compared to wild type.

Table S3. Overlap of *Cbr-spr-4(gu163)*, *Cbr-htz-1(gu167)* and *Cbr-ivp-3(sy5216)* DE genes

Table S4. Overlap between up-regualted DE genes of *Cbr-spr-4(gu163)*, *Cbrhtz-1(gu167)* and *Cbr-ivp-3(sy5216)*

Table S5. Overlap between down-regualted DE genes of *Cbr-spr-4(gu163)*, *Cbrhtz-1(gu167)* and *Cbr-ivp-3(sy5216)*

Table S6. Nematode strains used in this study

Table S7. Details for transgenes used in this study

Table S8. Primers used in this study

Table S9. Sequences used to produce tree in Fig. 2B

Table S10. Sequences used in LIN-15B domain alignment (Fig. S2).

Table S11. Steps used in analysis of RNA seq data using the Galaxy platform

Table S12. GO term enrichment in *Cbr-spr-4(gu163)* RNA seq data.

Table S13. GO term enrichment in *Cbr-htz-1(gu167)* RNA seq data.

Table S14. GO term enrichment in *Cbr-ivph-3(sy5216)* RNA seq data.

Table S15. GO term enrichment in in the overlap of *Cbr-spr-4(gu163)*, *Cbr-htz-1(gu167)* and *Cbr-ivph-3(sy5216)* RNA seq data.

Table S16. Foldseek hit set for Cel-IVPH-3 (AF-Q86DD2-F1-v4) against PDB (human, mouse, zebrafish, Drosophila, Ascaris, Diploscapter)

Table S17. Foldseek hit set for Cel-IVPH-3 (AF-Q86DD2-F1-v4) against AFDB50 (human, mouse, zebrafish, Drosophila, Ascaris, Diploscapter)

Table S18. Foldseek hit set for Cel-IVPH-3 (AF-Q86DD2-F1-v4) against AFDB50 (Caenorhabditis)

Table S19. Analyses from Large et al. (2025): Jensen-Shannon Distance and Tau

Dataset 1.

## References

[BIO062018C1] Altschul, S. F., Gish, W., Miller, W., Myers, E. W. and Lipman, D. J. (1990). Basic local alignment search tool. *J. Mol. Biol.* 215, 403-410. 10.1016/S0022-2836(05)80360-22231712

[BIO062018C2] Arensburger, P., Hice, R. H., Zhou, L., Smith, R. C., Tom, A. C., Wright, J. A., Knapp, J., O'Brochta, D. A., Craig, N. L. and Atkinson, P. W. (2011). Phylogenetic and functional characterization of the hAT transposon superfamily. *Genetics* 188, 45-57. 10.1534/genetics.111.12681321368277 PMC3120152

[BIO062018C3] Ashburner, M., Ball, C. A., Blake, J. A., Botstein, D., Butler, H., Cherry, J. M., Davis, A. P., Dolinski, K., Dwight, S. S., Eppig, J. T. et al. (2000). Gene ontology: tool for the unification of biology. *Nat. Genet.* 25, 25-29. 10.1038/7555610802651 PMC3037419

[BIO062018C4] Baalsrud, H. T., Tørresen, O. K., Solbakken, M. H., Salzburger, W., Hanel, R., Jakobsen, K. S. and Jentoft, S. (2018). De Novo gene evolution of antifreeze glycoproteins in codfishes revealed by whole genome sequence data. *Mol. Biol. Evol.* 35, 593-606. 10.1093/molbev/msx31129216381 PMC5850335

[BIO062018C5] Byrne, A. B., Weirauch, M. T., Wong, V., Koeva, M., Dixon, S. J., Stuart, J. M. and Roy, P. J. (2007). A global analysis of genetic interactions in Caenorhabditis elegans. *J. Biol.* 6, 8. 10.1186/jbiol5817897480 PMC2373897

[BIO062018C6] Chamberlin, H. M., Jain, I. M., Corchado-Sonera, M., Kelley, L. H., Sharanya, D., Jama, A., Pabla, R., Dawes, A. T. and Gupta, B. P. (2020). Evolution of transcriptional repressors impacts Caenorhabditis vulval development. *Mol. Biol. Evol.* 37, 1350-1361. 10.1093/molbev/msaa00931960924 PMC7182219

[BIO062018C7] Chen, S., Krinsky, B. H. and Long, M. (2013). New genes as drivers of phenotypic evolution. *Nat. Rev. Genet.* 14, 645-660. 10.1038/nrg352123949544 PMC4236023

[BIO062018C8] Chesney, M. A., Kidd, A. R. and Kimble, J. (2006). gon-14 functions with class B and class C synthetic multivulva genes to control larval growth in Caenorhabditis elegans. *Genetics* 172, 915-928. 10.1534/genetics.105.04875116322520 PMC1383727

[BIO062018C9] Clark, S. G., Lu, X. and Horvitz, H. R. (1994). The Caenorhabditis elegans locus lin-15, a negative regulator of a tyrosine kinase signaling pathway, encodes two different proteins. *Genetics* 137, 987-997. 10.1093/genetics/137.4.9877982579 PMC1206075

[BIO062018C10] Clouaire, T., Roussigne, M., Ecochard, V., Mathe, C., Amalric, F. and Girard, J.-P. (2005). The THAP domain of THAP1 is a large C2CH module with zinc-dependent sequence-specific DNA-binding activity. *Proc. Natl Acad. Sci. USA* 102, 6907-6912. 10.1073/pnas.040688210215863623 PMC1100732

[BIO062018C11] Davis, P., Zarowiecki, M., Arnaboldi, V., Becerra, A., Cain, S., Chan, J., Chen, W. J., Cho, J., da Veiga Beltrame, E., Diamantakis, S. et al. (2022). WormBase in 2022-data, processes, and tools for analyzing Caenorhabditis elegans. *Genetics* 220, iyac003. 10.1093/genetics/iyac00335134929 PMC8982018

[BIO062018C12] Durairaj, J., Waterhouse, A. M., Mets, T., Brodiazhenko, T., Abdullah, M., Studer, G., Tauriello, G., Akdel, M., Andreeva, A., Bateman, A. et al. (2023). Uncovering new families and folds in the natural protein universe. *Nature* 622, 646-653. 10.1038/s41586-023-06622-337704037 PMC10584680

[BIO062018C13] Gal, C., Carelli, F. N., Appert, A., Cerrato, C., Huang, N., Dong, Y., Murphy, J., Frapporti, A. and Ahringer, J. (2021). DREAM represses distinct targets by cooperating with different THAP domain proteins. *Cell Rep.* 37, 109835. 10.1016/j.celrep.2021.10983534686342 PMC8552245

[BIO062018C14] Galaxy Community. (2024). The Galaxy platform for accessible, reproducible, and collaborative data analyses: 2024 update. *Nucleic Acids Res.* 52, W83-W94. 10.1093/nar/gkae41038769056 PMC11223835

[BIO062018C15] Hayward, A., Ghazal, A., Andersson, G., Andersson, L. and Jern, P. (2013). ZBED evolution: repeated utilization of DNA transposons as regulators of diverse host functions. *PLoS ONE* 8, e59940. 10.1371/journal.pone.005994023533661 PMC3606216

[BIO062018C16] Huang, L. S., Tzou, P. and Sternberg, P. W. (1994). The lin-15 locus encodes two negative regulators of Caenorhabditis elegans vulval development. *Mol. Biol. Cell* 5, 395-411. 10.1091/mbc.5.4.3958054684 PMC301050

[BIO062018C17] Jumper, J., Evans, R., Pritzel, A., Green, T., Figurnov, M., Ronneberger, O., Tunyasuvunakool, K., Bates, R., Žídek, A., Potapenko, A. et al. (2021). Highly accurate protein structure prediction with AlphaFold. *Nature* 596, 583-589. 10.1038/s41586-021-03819-234265844 PMC8371605

[BIO062018C18] Khalturin, K., Hemmrich, G., Fraune, S., Augustin, R. and Bosch, T. C. G. (2009). More than just orphans: are taxonomically-restricted genes important in evolution? *Trends Genet.* 25, 404-413. 10.1016/j.tig.2009.07.00619716618

[BIO062018C19] Knip, M., de Pater, S. and Hooykaas, P. J. J. (2012). The SLEEPER genes: a transposase-derived angiosperm-specific gene family. *BMC Plant Biol.* 12, 192. 10.1186/1471-2229-12-19223067104 PMC3499209

[BIO062018C20] Kondo, S., Vedanayagam, J., Mohammed, J., Eizadshenass, S., Kan, L., Pang, N., Aradhya, R., Siepel, A., Steinhauer, J. and Lai, E. C. (2017). New genes often acquire male-specific functions but rarely become essential in Drosophila. *Genes Dev.* 31, 1841-1846. 10.1101/gad.303131.11729051389 PMC5695085

[BIO062018C21] Lakowski, B., Eimer, S., Göbel, C., Böttcher, A., Wagler, B. and Baumeister, R. (2003). Two suppressors of sel-12 encode C2H2 zinc-finger proteins that regulate presenilin transcription in Caenorhabditis elegans. *Development* 130, 2117-2128. 10.1242/dev.0042912668626

[BIO062018C22] Large, C. R. L., Khanal, R., Hillier, L., Huynh, C., Kubo, C., Kim, J., Waterston, R. H. and Murray, J. I. (2025). Lineage-resolved analysis of embryonic gene expression evolution in C. elegans and C. briggsae. *Science* 388, eadu8249. 10.1126/science.adu824940536976 PMC12327058

[BIO062018C23] Latorre, I., Chesney, M. A., Garrigues, J. M., Stempor, P., Appert, A., Francesconi, M., Strome, S. and Ahringer, J. (2015). The DREAM complex promotes gene body H2A.Z for target repression. *Genes Dev.* 29, 495-500. 10.1101/gad.255810.11425737279 PMC4358402

[BIO062018C24] Lau, A. M., Bordin, N., Kandathil, S. M., Sillitoe, I., Waman, V. P., Wells, J., Orengo, C. A. and Jones, D. T. (2024). Exploring structural diversity across the protein universe with The Encyclopedia of Domains. *Science* 386, eadq4946. 10.1126/science.adq494639480926 PMC7618865

[BIO062018C25] Lyu, H. and Chamberlin, H. M. (2024). Functional distinction in oncogenic Ras variant activity in Caenorhabditis elegans. *Dis. Model. Mech.* 17, dmm050577. 10.1242/dmm.05057738946472 PMC11340813

[BIO062018C26] Ma, B.-G., Chen, L., Ji, H.-F., Chen, Z.-H., Yang, F.-R., Wang, L., Qu, G., Jiang, Y.-Y., Ji, C. and Zhang, H.-Y. (2008). Characters of very ancient proteins. *Biochem. Biophys. Res. Commun.* 366, 607-611. 10.1016/j.bbrc.2007.12.01418073136

[BIO062018C27] Majorek, K. A., Dunin-Horkawicz, S., Steczkiewicz, K., Muszewska, A., Nowotny, M., Ginalski, K. and Bujnicki, J. M. (2014). The RNase H-like superfamily: new members, comparative structural analysis and evolutionary classification. *Nucleic Acids Res.* 42, 4160-4179. 10.1093/nar/gkt141424464998 PMC3985635

[BIO062018C28] Markljung, E., Jiang, L., Jaffe, J. D., Mikkelsen, T. S., Wallerman, O., Larhammar, M., Zhang, X., Wang, L., Saenz-Vash, V., Gnirke, A. et al. (2009). ZBED6, a novel transcription factor derived from a domesticated DNA transposon regulates IGF2 expression and muscle growth. *PLoS Biol.* 7, e1000256. 10.1371/journal.pbio.100025620016685 PMC2780926

[BIO062018C29] McKnight, S. L. (2024). Protein domains of low sequence complexity-dark matter of the proteome. *Genes Dev.* 38, 205-212. 10.1101/gad.351465.12338503517 PMC11065162

[BIO062018C30] Mello, C. C., Kramer, J. M., Stinchcomb, D. and Ambros, V. (1991). Efficient gene transfer in C.elegans: extrachromosomal maintenance and integration of transforming sequences. *EMBO J.* 10, 3959-3970. 10.1002/j.1460-2075.1991.tb04966.x1935914 PMC453137

[BIO062018C31] Mi, H., Ebert, D., Muruganujan, A., Mills, C., Albou, L.-P., Mushayamaha, T. and Thomas, P. D. (2021). PANTHER version 16: a revised family classification, tree-based classification tool, enhancer regions and extensive API. *Nucleic Acids Res.* 49, D394-D403. 10.1093/nar/gkaa110633290554 PMC7778891

[BIO062018C32] Nowotny, M. (2009). Retroviral integrase superfamily: the structural perspective. *EMBO Rep.* 10, 144-151. 10.1038/embor.2008.25619165139 PMC2637324

[BIO062018C33] Pereira, A. B., Marano, M., Bathala, R., Zaragoza, R. A., Neira, A., Samano, A., Owoyemi, A. and Casola, C. (2025). Orphan genes are not a distinct biological entity. *BioEssays* 47, 2400146. 10.1002/bies.20240014639491810 PMC11662153

[BIO062018C34] Petrella, L. N., Wang, W., Spike, C. A., Rechtsteiner, A., Reinke, V. and Strome, S. (2011). synMuv B proteins antagonize germline fate in the intestine and ensure C. elegans survival. *Development* 138, 1069-1079. 10.1242/dev.05950121343362 PMC3042865

[BIO062018C35] Porta-de-la-Riva, M., Fontrodona, L., Villanueva, A. and Cerón, J. (2012). Basic Caenorhabditis elegans methods: synchronization and observation. *J. Vis. Exp.* 64, 4019. 10.3791/4019PMC360734822710399

[BIO062018C36] Rechtsteiner, A., Costello, M. E., Egelhofer, T. A., Garrigues, J. M., Strome, S. and Petrella, L. N. (2019). Repression of germline genes in Caenorhabditis elegans somatic tissues by H3K9 dimethylation of their promoters. *Genetics* 212, 125-140. 10.1534/genetics.118.30187830910798 PMC6499516

[BIO062018C37] Reynolds, C. R., Islam, S. A. and Sternberg, M. J. E. (2018). EzMol: a web server wizard for the rapid visualization and image production of protein and nucleic acid structures. *J. Mol. Biol.* 430, 2244-2248. 10.1016/j.jmb.2018.01.01329391170 PMC5961936

[BIO062018C38] Sawyer, J. M., Glass, S., Li, T., Shemer, G., White, N. D., Starostina, N. G., Kipreos, E. T., Jones, C. D. and Goldstein, B. (2011). Overcoming redundancy: an RNAi enhancer screen for morphogenesis genes in Caenorhabditis elegans. *Genetics* 188, 549-564. 10.1534/genetics.111.12948621527776 PMC3176534

[BIO062018C39] Sharanya, D., Fillis, C. J., Kim, J., Zitnik, E. M., Ward, K. A., Gallagher, M. E., Chamberlin, H. M. and Gupta, B. P. (2015). Mutations in Caenorhabditis briggsae identify new genes important for limiting the response to EGF signaling during vulval development. *Evol. Dev.* 17, 34-48. 10.1111/ede.1210525627712

[BIO062018C40] Siegfried, K. R., Kidd, A. R., Chesney, M. A. and Kimble, J. (2004). The sys-1 and sys-3 genes cooperate with Wnt signaling to establish the proximal-distal axis of the Caenorhabditis elegans gonad. *Genetics* 166, 171-186. 10.1534/genetics.166.1.17115020416 PMC1470708

[BIO062018C41] Sievers, F., Wilm, A., Dineen, D., Gibson, T. J., Karplus, K., Li, W., Lopez, R., McWilliam, H., Remmert, M., Söding, J. et al. (2011). Fast, scalable generation of high-quality protein multiple sequence alignments using Clustal Omega. *Mol. Syst. Biol.* 7, 539. 10.1038/msb.2011.7521988835 PMC3261699

[BIO062018C42] Sinzelle, L., Izsvák, Z. and Ivics, Z. (2009). Molecular domestication of transposable elements: from detrimental parasites to useful host genes. *Cell. Mol. Life Sci.* 66, 1073-1093. 10.1007/s00018-009-8376-319132291 PMC11131479

[BIO062018C43] Somerville, T. D. D., Xu, Y., Wu, X. S., Maia-Silva, D., Hur, S. K., de Almeida, L. M. N., Preall, J. B., Koo, P. K. and Vakoc, C. R. (2020). ZBED2 is an antagonist of interferon regulatory factor 1 and modifies cell identity in pancreatic cancer. *Proc. Natl. Acad. Sci. USA* 117, 11471-11482. 10.1073/pnas.192148411732385160 PMC7261015

[BIO062018C44] Sternberg, P. W. and Horvitz, H. R. (1986). Pattern formation during vulval development in C. *elegans*. *Cell* 44, 761-772. 10.1016/0092-8674(86)90842-13753901

[BIO062018C45] Stevens, L., Félix, M.-A., Beltran, T., Braendle, C., Caurcel, C., Fausett, S., Fitch, D., Frézal, L., Gosse, C., Kaur, T. et al. (2019). Comparative genomics of 10 new Caenorhabditis species. *Evol. Lett.* 3, 217-236. 10.1002/evl3.11031007946 PMC6457397

[BIO062018C46] Stevens, L., Rooke, S., Falzon, L. C., Machuka, E. M., Momanyi, K., Murungi, M. K., Njoroge, S. M., Odinga, C. O., Ogendo, A., Ogola, J. et al. (2020). The Genome of Caenorhabditis bovis. *Curr. Biol.* 30, 1023-1031.e4. 10.1016/j.cub.2020.01.07432109387

[BIO062018C47] Stiernagle, T. (2006). Maintenance of C. elegans. In *WormBook: The Online Review of C. Elegans Biology*, ed. The *C. elegans* Research Community, pub. WormBook, pp. 1-11. 10.1895/wormbook.1.101.1PMC478139718050451

[BIO062018C48] Sun, S., Kanzaki, N., Dayi, M., Maeda, Y., Yoshida, A., Tanaka, R. and Kikuchi, T. (2022). The compact genome of Caenorhabditis niphades n. sp., isolated from a wood-boring weevil, Niphades variegatus. *BMC Genomics* 23, 765. 10.1186/s12864-022-09011-836418933 PMC9682657

[BIO062018C49] Tamura, K., Stecher, G. and Kumar, S. (2021). MEGA11: molecular evolutionary genetics analysis version 11. *Mol. Biol. Evol.* 38, 3022-3027. 10.1093/molbev/msab12033892491 PMC8233496

[BIO062018C50] Toker, I. A., Ripoll-Sánchez, L., Geiger, L. T., Sussfeld, A., Saini, K. S., Beets, I., Vértes, P. E., Schafer, W. R., Ben-David, E. and Hobert, O. (2025). Divergence in neuronal signaling pathways despite conserved neuronal identity among *Caenorhabditis* species. *Curr. Biol.* 35, 2927-2945.e7. 10.1016/j.cub.2025.05.03640412379 PMC7617994

[BIO062018C51] Toll-Riera, M., Bosch, N., Bellora, N., Castelo, R., Armengol, L., Estivill, X. and Albà, M. M. (2009). Origin of primate orphan genes: a comparative genomics approach. *Mol. Biol. Evol.* 26, 603-612. 10.1093/molbev/msn28119064677

[BIO062018C52] van Kempen, M., Kim, S. S., Tumescheit, C., Mirdita, M., Lee, J., Gilchrist, C. L. M., Söding, J. and Steinegger, M. (2024). Fast and accurate protein structure search with Foldseek. *Nat. Biotechnol.* 42, 243-246. 10.1038/s41587-023-01773-037156916 PMC10869269

[BIO062018C53] Varadi, M., Bertoni, D., Magana, P., Paramval, U., Pidruchna, I., Radhakrishnan, M., Tsenkov, M., Nair, S., Mirdita, M., Yeo, J. et al. (2024). AlphaFold Protein Structure Database in 2024: providing structure coverage for over 214 million protein sequences. *Nucleic Acids Res.* 52, D368-D375. 10.1093/nar/gkad101137933859 PMC10767828

[BIO062018C54] Wang, D., Kennedy, S., Conte, D., Kim, J. K., Gabel, H. W., Kamath, R. S., Mello, C. C. and Ruvkun, G. (2005). Somatic misexpression of germline P granules and enhanced RNA interference in retinoblastoma pathway mutants. *Nature* 436, 593-597. 10.1038/nature0401016049496

[BIO062018C55] Worth, C. L., Gong, S. and Blundell, T. L. (2009). Structural and functional constraints in the evolution of protein families. *Nat. Rev. Mol. Cell Biol.* 10, 709-720. 10.1038/nrm276219756040

[BIO062018C56] Xu, W., Sun, Y., Breen, P., Ruvkun, G. and Mao, K. (2024). Caenorhabditis elegans inositol hexaphosphate pathways couple to RNA interference and pathogen defense. *Proc. Natl. Acad. Sci. USA* 121, e2416982121. 10.1073/pnas.241698212139602251 PMC11626161

[BIO062018C57] Yochem, J. K. (2006). Nomarski images for learning the anatomy, with tips for mosaic analysis. In *WormBook: The Online Review of C. Elegans Biology*, ed. *The C. elegans* Research Community, pub. WormBook, pp. 1-47. 10.1895/wormbook.1.100.1PMC478097318050453

# Supplementary material for: Coincident evolution and functional adaptation of the taxonomically restricted genes ivph-3 and gon-14 in Caenorhabditis nematodes
**Source:** Biol Open. 2025 Oct 16;14(10):bio062018. doi: 10.1242/bio.062018
**Supplement:** Supplementary information

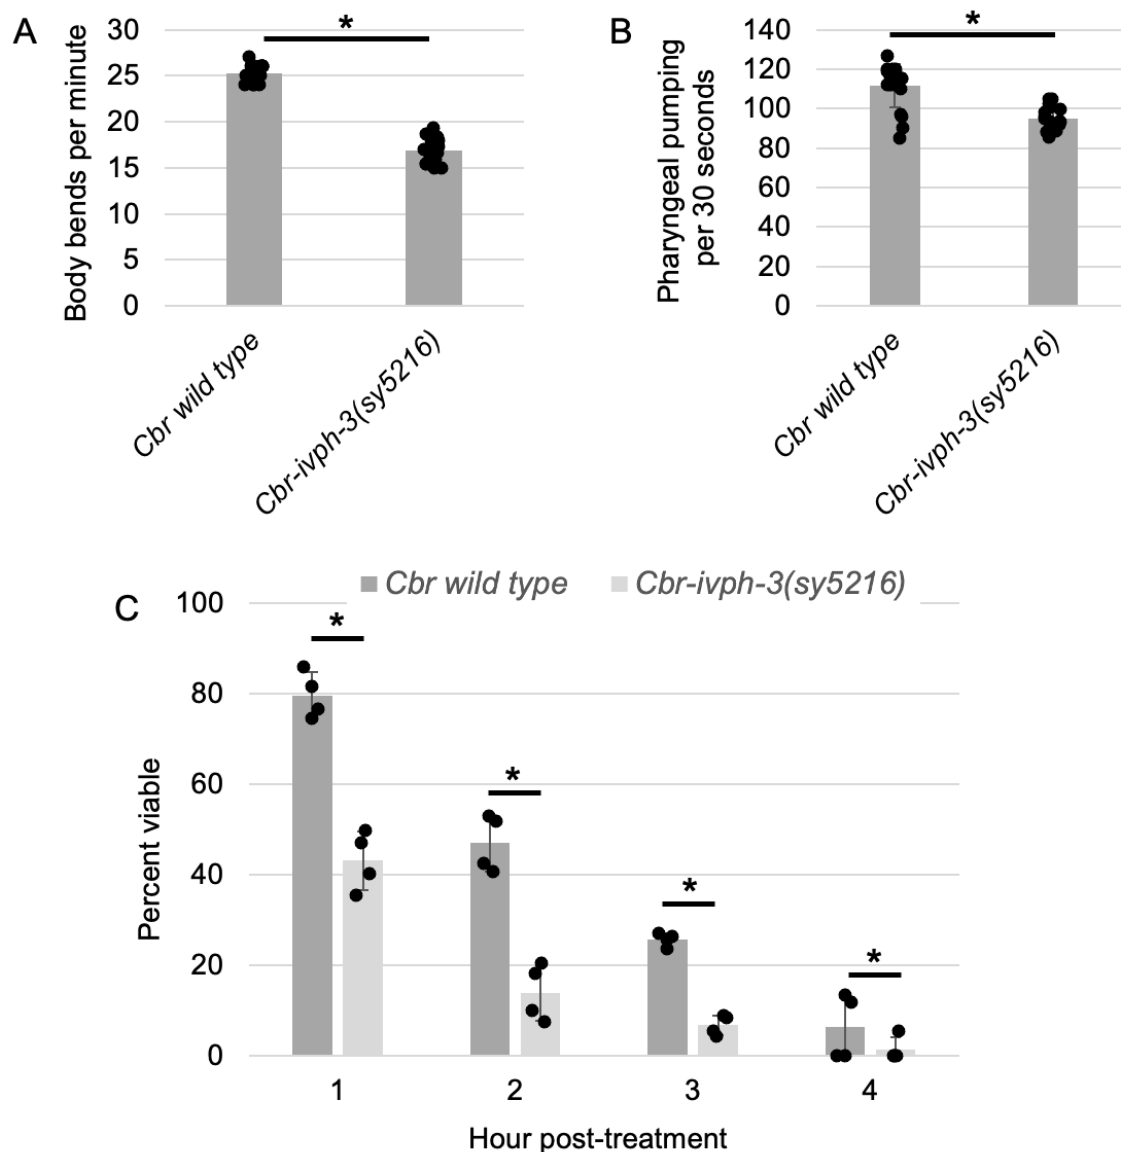

Fig. S1. Phenotypic defects in *Cbr-ivph-3* mutants. **A.** Adult *Cbr-ivph-3*(sy5216) mutants exhibit decreased movement compared to wild-type controls. $n = 20$ animals in a total of two batches for both strains. Bars represent mean $\pm$ SD. **B.** Adult *Cbr-ivph-3*(sy5216) mutants exhibit decreased pharyngeal pumping compared to wild-type controls. $n = 20$ animals in a total of two batches for both strains. Bars represent mean $\pm$ SD. * indicates statistically different ($p < 0.05$, Student's unpaired t-test). **C.** Adult *Cbr-ivph-3*(sy5216) mutants exhibit increased sensitivity to oxidative stress compared to wild-type controls. Worms were treated with 200mM PQ for 4 hours and survival was measured at one-hour intervals over four hours. $n = 300$ to 470 in a total of four trials for all strains. Bars represent mean proportion of survival per well $\pm$ SD, with proportion from each individual trial indicated. * indicates statistically different ($p < 0.05$, two way ANOVA with Bonferroni correction for multiple comparisons).

	1	.....10.....20.....30.....40.....50.....60
Cel-GON-14	1	-----DQALTKEFKSGIPLRAVODRNINMLAFNNSEYSIPTVETM
Cel-IVPH-3	1	PFEHTSEHG-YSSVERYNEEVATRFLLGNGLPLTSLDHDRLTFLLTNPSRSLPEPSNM
Cel-LIN-15B	1	---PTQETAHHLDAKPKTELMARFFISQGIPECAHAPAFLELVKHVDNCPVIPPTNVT
Cel-F19F10.11	1	-----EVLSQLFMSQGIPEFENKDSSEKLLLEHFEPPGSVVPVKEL
Cel-ETS-6	1	-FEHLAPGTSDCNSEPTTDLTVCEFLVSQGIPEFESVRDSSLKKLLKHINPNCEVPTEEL
	61	.....70.....80.....90.....100.....110.....120
Cel-GON-14	43	HSFLEKADAKA-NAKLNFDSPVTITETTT-----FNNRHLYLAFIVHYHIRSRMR
Cel-IVPH-3	60	TTKA---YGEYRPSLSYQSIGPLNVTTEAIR-----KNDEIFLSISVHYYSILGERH
Cel-LIN-15B	58	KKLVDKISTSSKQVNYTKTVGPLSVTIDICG-----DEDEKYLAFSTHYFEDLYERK
Cel-F19F10.11	42	ERSMKFKR---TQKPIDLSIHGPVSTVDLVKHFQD---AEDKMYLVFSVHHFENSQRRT
Cel-ETS-6	60	KCSINKIP---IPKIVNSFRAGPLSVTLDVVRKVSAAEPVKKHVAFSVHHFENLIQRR
	121	.....130.....140.....150.....160.....170.....180
Cel-GON-14	95	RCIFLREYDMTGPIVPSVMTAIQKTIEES-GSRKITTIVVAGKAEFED-ALEDMHSEKOV
Cel-IVPH-3	110	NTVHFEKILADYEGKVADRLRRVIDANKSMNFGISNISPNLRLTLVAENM-PFKNR
Cel-LIN-15B	111	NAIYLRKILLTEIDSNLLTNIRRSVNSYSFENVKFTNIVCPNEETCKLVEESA-VVKRY
Cel-F19F10.11	96	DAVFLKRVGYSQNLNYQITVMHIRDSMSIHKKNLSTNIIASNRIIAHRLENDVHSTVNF
Cel-ETS-6	117	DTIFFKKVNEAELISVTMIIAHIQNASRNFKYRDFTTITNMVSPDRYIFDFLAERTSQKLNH
	181	.....190.....200.....210.....220.....230.....240
Cel-GON-14	153	MICFSONINKFAETLIEHVFAGPLOKLRDFITKFPTRNSWGKFSYI--VKKRTYGEY
Cel-IVPH-3	169	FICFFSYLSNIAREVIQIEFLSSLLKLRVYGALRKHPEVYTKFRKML--IESKITTDI
Cel-LIN-15B	170	NVCFYNYVTRFVADLMEIEEFSSGLTQLRTEVRYMKONSDMYSKFRMQ--LQKNAELDI
Cel-F19F10.11	156	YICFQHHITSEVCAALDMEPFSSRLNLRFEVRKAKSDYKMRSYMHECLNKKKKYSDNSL
Cel-ETS-6	177	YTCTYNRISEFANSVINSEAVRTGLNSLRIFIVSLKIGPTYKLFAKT-L--DAEKINNLK
	241	.....250.....260.....270.....280.....290.....300
Cel-GON-14	211	PEVD-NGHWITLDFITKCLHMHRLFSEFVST---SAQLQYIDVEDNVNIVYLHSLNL
Cel-IVPH-3	227	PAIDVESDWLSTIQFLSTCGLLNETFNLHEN---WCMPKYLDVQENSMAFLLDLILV
Cel-LIN-15B	228	PSID-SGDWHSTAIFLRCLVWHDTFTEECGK---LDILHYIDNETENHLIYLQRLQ
Cel-F19F10.11	216	PPME-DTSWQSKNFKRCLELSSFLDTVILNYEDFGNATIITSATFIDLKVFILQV
Cel-ETS-6	234	LPTE-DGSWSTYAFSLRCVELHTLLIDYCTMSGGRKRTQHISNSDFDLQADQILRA
	301	.....310.....320.....330.....340.....350.....360
Cel-GON-14	266	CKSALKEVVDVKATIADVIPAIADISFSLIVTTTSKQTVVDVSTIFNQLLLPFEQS--D
Cel-IVPH-3	283	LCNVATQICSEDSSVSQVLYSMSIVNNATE-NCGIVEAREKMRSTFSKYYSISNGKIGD
Cel-LIN-15B	283	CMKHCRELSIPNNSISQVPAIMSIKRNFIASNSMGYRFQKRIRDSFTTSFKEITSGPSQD
Cel-F19F10.11	275	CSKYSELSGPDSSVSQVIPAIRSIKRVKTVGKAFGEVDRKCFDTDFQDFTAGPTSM
Cel-ETS-6	293	CVQIVHELAPNNSISQVIPAIRKIRHVILSDTTKCSGEGRLRKNTDTDFKKVTOGAST
	361	.....370.....380.....390.....400.....410.....420
Cel-GON-14	324	IHRFALFHLPL-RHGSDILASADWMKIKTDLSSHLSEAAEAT-L-----AHPSSF-DN
Cel-IVPH-3	342	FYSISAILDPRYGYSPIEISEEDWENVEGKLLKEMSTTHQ-----K
Cel-LIN-15B	343	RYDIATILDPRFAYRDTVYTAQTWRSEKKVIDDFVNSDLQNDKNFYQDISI--LNQEQR
Cel-F19F10.11	335	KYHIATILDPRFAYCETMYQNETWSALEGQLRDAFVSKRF-TAKDISOLKYTVPADRESR
Cel-ETS-6	353	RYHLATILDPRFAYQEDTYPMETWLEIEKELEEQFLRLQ-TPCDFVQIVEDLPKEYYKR
	421	.....430.....440.....450.....460.....470.....480
Cel-GON-14	376	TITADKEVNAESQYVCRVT--GVETGIMDWWARHA-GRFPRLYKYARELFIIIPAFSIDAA
Cel-IVPH-3	383	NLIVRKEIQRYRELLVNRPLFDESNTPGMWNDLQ-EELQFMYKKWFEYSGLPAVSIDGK
Cel-LIN-15B	401	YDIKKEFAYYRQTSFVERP-EENENSNHWGMQ-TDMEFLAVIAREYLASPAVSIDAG
Cel-F19F10.11	394	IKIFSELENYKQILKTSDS-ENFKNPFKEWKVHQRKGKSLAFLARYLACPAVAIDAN
Cel-ETS-6	412	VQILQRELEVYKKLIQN---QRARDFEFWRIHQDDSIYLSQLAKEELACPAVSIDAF
	481	.....490.....500.....510.....520.....
Cel-GON-14	433	YYLGEY-GILTHSINESDI-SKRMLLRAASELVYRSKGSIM-----
Cel-IVPH-3	442	RFFAKG-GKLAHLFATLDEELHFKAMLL-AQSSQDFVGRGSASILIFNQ
Cel-LIN-15B	459	YFVGNG-GKFOHICHTYSH-ORLENCALAGNYQTERGKGSASVDVISQ
Cel-F19F10.11	453	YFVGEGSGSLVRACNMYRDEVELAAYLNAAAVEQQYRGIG-----
Cel-ETS-6	468	QFFGED-GKYNRMCSRYTNDQHLISAYLDVASSFOEYRPHG-----

Fig. S2. Amino acid sequence alignment of the LIN-15B domain from Cel-GON-14, Cel-IVPH-3, Cel-LIN-15B, Cel-F19F10.11, and Cel-ETS-6. Amino acids identical in three or more proteins are shaded black, with conserved amino acids shaded gray. Sequences corresponding to predicted beta sheets in IVPH-3 are underlined with blue arrows, the RNase H fold alpha helices are underlined with red stripe, and the alpha helices that contribute to a conserved four alpha helix bundle adjacent to the RNase H fold are underlined with green stripe. LIN-15B, F19F10.11 and ETS-6 also contain one or more THAP or THAP-like domains, but these are separate from the LIN-15B domain (Clouaire *et al.*, 2005).

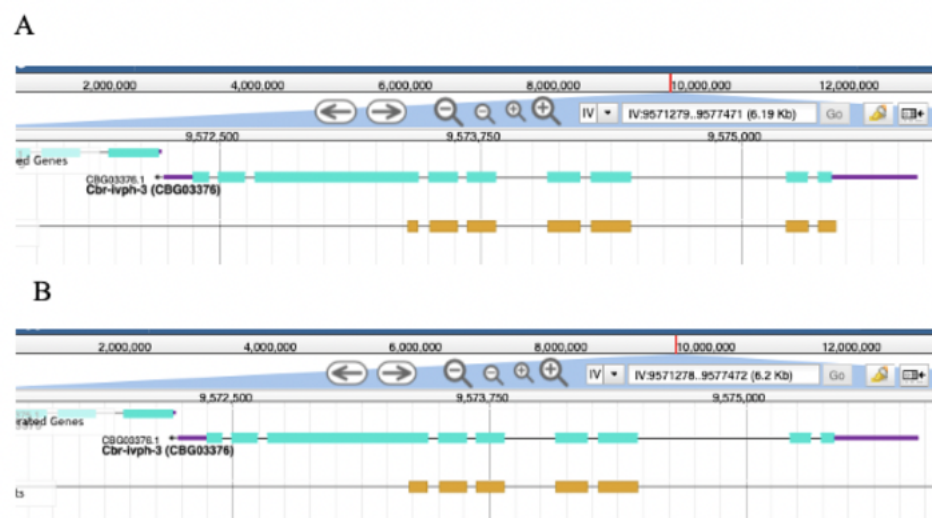

Fig. S3. J browse screen shot of *Cbr-ivph-3* gene model (green) aligned with Blastn sequence matches for two RT-PCR products generated with a *Cbr-ivph-3*-specific primer combined with an SL1-specific primer (yellow). A. A longer product was obtained that corresponds to the predicted gene model. B. A shorter product corresponds to a transcript that excludes annotated exons 1 and 2.

Table S1. List of DE genes in *Cbr-ivp-3(sy5216)*.

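Table S1 gives, for each gene, the mean of its scaled counts over the 6 libraries, its log2 fold change between genotypes, the standard error of that value, a Wald statistic and its p-value before and after adjustment, as written by DESeq2. Cbr-parp-1, CBG22598 and Cbr-cnnm-5 are among the genes it lists as higher, and CBG20756 among those it lists as lower. The copy used here holds 1998 genes of the table, all of them called by the paper. Of these, 1996 were among the genes tested here with edgeR, and their log2 fold changes differed from the paper's by a median of 0.06 and by at most 5.40 in absolute value.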

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S2. *Cbr-ivp-3(sy5216)* DE genes with significant changes compared to wild type.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S3. Overlap of *Cbr-spr-4(gu163)*, *Cbr-htz-1(gu167)* and *Cbr-ivp-3(sy5216)* DE genes

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S4. Overlap between up-regulated DE genes of *Cbr-spr-4(gu163)*, *Cbr-htz-1(gu167)* and *Cbr-ivp-3(sy5216)*

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S5. Overlap between down-regulated DE genes of *Cbr-spr-4(gu163)*, *Cbr-htz-1(gu167)* and *Cbr-ivp-3(sy5216)*

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S6. Nematode strains used in this study

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S7. Details for transgenes used in this study

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S8. Primers used in this study

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S9. Sequences used to produce tree in Fig. 2B

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S10. Sequences used in LIN-15B domain alignment (Fig. S2).

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S11. Steps used in analysis of RNA seq data using the Galaxy platform

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S12. GO term enrichment in *Cbr-spr-4(gu163)* RNA seq data.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S13. GO term enrichment in *Cbr-htz-1(gu167)* RNA seq data.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S14. GO term enrichment in *Cbr-ivph-3(sy5216)* RNA seq data.

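The isocitrate dehydrogenase gene Cbr-idh-1 and the mitochondrial ribosome gene Cbr-mrpl-9 fell in Cbr-ivph-3(sy5216). Table S14 sorts the paper's called genes into Gene Ontology terms with PANTHER, which compares the number of listed genes in a term with the number that the reference genome would give. Cbr-idh-1 (WBGene00040364) fell from 1474 ± 66.9 to 444 ± 41.4 CPM (SD, n = 3 each; log2 fold change -1.73, standard error 0.13, adjusted p = 5.61e-04 from edgeR's quasi-likelihood test). Of 3 genes of pyruvate and tricarboxylic acid metabolism, 2 were lower and 1 did not pass (2 lower when adjusted over the list alone), the other lower gene being Cbr-idhg-1 (-0.55), which did not pass under library totals (-0.23) or without any 1 library other than mutant replicate 1 (-0.63 to -0.54). Of 4 oxidative phosphorylation genes, 1 was higher and 2 were lower (1 and 2 when adjusted over the list alone): Cbr-nduf-2.2 of complex I rose (1.79), Cbr-nuo-4 of the same complex fell (-0.72, and -0.40 under library totals, where it did not pass), and the ATP synthase gene Cbr-asb-2 fell.
Of 37 mitochondrial ribosome genes, 16 were lower and 21 did not pass (19 lower when adjusted over the list alone). The largest fall among these was in Cbr-mrpl-9 (WBGene00033710), from 101 ± 6.54 to 41.3 ± 2.91 CPM (SD, n = 3 each; log2 fold change -1.29), followed by Cbr-mrpl-40 (-0.97). Under library totals 7 mitochondrial ribosome genes were lower and 1 higher, and without mutant replicate 1 24 were lower and 4 higher. The mitochondrial chaperone genes Cbr-hsp-60 and Cbr-hsp-6 fell by 1.45 and 1.59 on the log2 scale. Of 4 heat shock and unfolded protein response genes 2 were lower and 2 did not pass (2 lower and 2 higher when adjusted over the list alone). The latter pair were Cbr-hsp-70, at 0.813 ± 0.319 CPM in wild type and 40.7 ± 64.2 in the mutant (SD, n = 3 each), and Cbr-xbp-1 (0.72). Mutant replicates 1, 2 and 3 had 115, 3.47 and 3.70 CPM of Cbr-hsp-70, whose log2 fold change was 5.64 (adjusted p = 0.0527 from edgeR) and 2.13 without mutant replicate 1 (adjusted p = 2.26e-04 from edgeR). Cbr-hsp-70 also passed without mutant replicate 2 or 3 (6.18 each) and with a replicate block (4.26). Cbr-xbp-1 passed without mutant replicate 1 (0.44) and with DESeq2 (0.69), and both passed under upper-quartile scaling (5.63 and 0.79) and library totals (5.83 and 1.02). Of 2 cytosolic ribosome genes and 2 aminoacyl-tRNA synthetase genes named in the complete blocks, 0 were called by edgeR, over all genes or list alone. Of these, 0 had an unadjusted p under 0.05 and 0 were called by DESeq2 or limma-voom. Without mutant replicate 1, 2 and 1 were lower. So few members do not show that these pathways were unchanged. Of all 19 and 12 named in the copies of Tables S3 to S5, 10 and 6 were lower and 0 higher. Among 26 oxidative phosphorylation genes named there 19 were lower and 3 higher, and among 25 pyruvate and tricarboxylic acid genes 20 were lower. The added genes were named there because the paper called them in Cbr-ivph-3, so these wider counts cannot stand for the pathways either.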

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S15. GO term enrichment in in the overlap of *Cbr-spr-4(gu163)*, *Cbr-htz-1(gu167)* and *Cbr-ivph-3(sy5216)* RNA seq data.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S16. Foldseek hit set for Cel-IVPH-3 (AF-Q86DD2-F1-v4) against PDB (human, mouse, zebrafish, Drosophila, Ascaris, Diploscapter)

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S17. Foldseek hit set for Cel-IVPH-3 (AF-Q86DD2-F1-v4) against AFDB50 (human, mouse, zebrafish, Drosophila, Ascaris, Diploscapter)

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S18. Foldseek hit set for Cel-IVPH-3 (AF-Q86DD2-F1-v4) against AFDB50 (Caenorhabditis)

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Table S19. Analyses from Large et al. (2025): Jensen-Shannon Distance and Tau

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

Dataset 1.

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062018#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

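The RNA-seq experiment compared C. briggsae AF16 wild-type hermaphrodites with PS9217 hermaphrodites that carry Cbr-ivph-3(sy5216), at the L3 larval stage and 20 °C, in 3 independent biological replicates per genotype, or 6 libraries. The authors processed the paired-end reads with MultiQC, RNA STAR (WS279 genome and canonical gene set) and featureCounts (read pairs per gene, reverse-stranded setting, chimeric pairs excluded) on Galaxy, and the processing notes of the deposited data give no version for these tools. Table S11 describes the authors' comparison with DESeq2, with genotype as the factor and no batch factor. The library labels name a kit that does not mark strand, so the strand setting could not be checked. The deposited values are raw counts for 23169 genes with WormBase identifiers, whole numbers in every library; the combined table holds the same counts as the per-sample ones.

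Library sums were 24625819 to 25760385 counts in wild type (median 25.1 M) and 22817581 to 30865944 in the mutant (median 28.4 M). CPM were computed with TMM-scaled library sizes, and scaling factors were 0.870 to 0.913 in wild type and 1.02 to 1.17 in the mutant. The median log2 fold change over all tested genes was 0.06 with this scaling, 0.14 with upper-quartile scaling and 0.37 with library totals, and fold changes under library totals are to be read relative to that shift. Exact and Wilson intervals have a confidence level of 95% and cover counting error only.

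Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr at its defaults (14241 genes kept), glmQLFit with robust estimation and glmQLFTest, and Benjamini-Hochberg adjustment over the tested genes, at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. The genotype was the only term. Deviations of same-numbered replicates from their genotype means had correlations across genes of 0.152, 0.174 and -0.067, so numbers were not taken to pair the libraries, and a replicate block was an alternative only. Checks on simulated counts with 3 against 3 libraries gave 5.4% false calls with edgeR, 2.8% with limma-voom and 21.6% with DESeq2. Recovery of 4-fold changes was 91.2%, 91.2% and 97.1%. This was a single simulation, with spread estimated over all 6 libraries and 67, 65 and 68 genes changed 1.5-, 2- and 4-fold. The false share of calls and the recovery at an adjusted p threshold both depend on how many genes change. They therefore do not carry over to the real data, where far more genes were called.

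Alternatives were DESeq2's size factors, upper-quartile scaling, library totals, no filter beyond 1 count in any library (20256 genes), at least 10 counts in every library (13199 genes), DESeq2 1.42.0 with its defaults, limma-voom (limma 3.58.1), a replicate block, an adjusted p under 0.01, glmTreat against a 2-fold change, and each library left out in turn. These, the test, the rule for named genes and the gene lists were set before the data were examined, but after the paper's tables had been read, so values at the top of Tables S1 and S2 had been seen. DESeq2 with a beta prior, and the share of higher genes among calls beyond 2-fold, were added after results were seen. Each alternative altered 1 choice, except that DESeq2, with or without a beta prior, brought its own scaling and filter along with its test (16189 genes with an adjusted p with its defaults).

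Genes are named by the identifiers of the count table, paired with locus names and symbols by Tables S3 to S5, which pair 3901 identifiers with a locus name, 1861 of them with a symbol. The copies of these tables end within the block of genes called in Cbr-ivph-3 alone, so gene lists were counted over the complete blocks of Cbr-spr-4 and Cbr-htz-1 genes (1488 identifiers), and camera and fry were not run on lists so chosen. Each list thus holds genes that changed in another mutant. The lists were P granules and small RNA pathways, meiosis, oocyte and early embryo, sperm, vitellogenin, male nervous system and tail, cuticle collagen, molting, hedgehog-related and patched-related, heterochronic timing, vulval induction, synMuv and DREAM repressors, the LIN-15B-domain family, oxidative phosphorylation, pyruvate and tricarboxylic acid metabolism, mitochondrial ribosome, cytosolic ribosome, aminoacyl-tRNA synthetases, vacuolar proton ATPase, oxidative stress defence, heat shock and unfolded protein response, innate immunity effectors, muscle contraction, neuropeptide and synapse, chemosensory receptors, and DNA replication and mitosis.

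Named genes are the C. briggsae genes the paper names in connection with RNA and the 3 genes lower in all 3 mutants; the 4 genes with the smallest p; the 8 highest and 8 lowest fold changes among called genes with a symbol, a mean of at least 5 CPM and no overlap between genotypes; up to 4 genes per list with the smallest p; and the genes with the smallest p among the 56 common ones. Others are marked as named after their values were seen. Shares of higher genes were compared by a two-sided Fisher's exact test, where the paper used a z-test. Gene order came from the RefSeq annotation of the CB4 assembly, by locus name. Reads, alignments and the Gene Ontology enrichments were not analysed here. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.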

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

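The tests that weigh explanations in this part, the count of other splits of the samples included, were chosen only after the result was seen, unlike the differential expression test itself.

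Several genes that the paper does not discuss rose strongly above their wild-type level. The log2 fold change was 8.11 for Cbr-cnnm-5, 5.45 for CBG22598, 4.41 for Cbr-fip-6 and 4.29 for Cbr-nos-1, and in each of these every mutant library lay above every wild-type library. Strongly raised genes also lay side by side on the chromosomes in 30 neighbouring pairs, which the paper does not report on.

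The 6 libraries can be divided into 3 and 3 in 10 ways. The real split called 3062 genes and the highest of the others called 0 with edgeR, and beyond 2-fold the numbers were 1543 and 0; at an unadjusted p under 0.05 the real split gave 5068 genes and the others 31 to 2183, and no other tool was run on the other splits. Only 1 of the 10 splits, the real one, gave a result as large in either count, and 10 splits are too few for a share under 0.05. The split with 2183 genes set wild-type replicates 1 and 3 and mutant replicate 1 against the others.

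Mutant replicate 1 stood apart from mutant replicates 2 and 3, with 1576 genes more than 2-fold higher and 1285 more than 2-fold lower than their mean. Its 28.4 M counts lay between their 22.8 M and 30.9 M, which argues against depth, and of 107 genes that differed from wild type by more than 3 (log2) in mutant replicates 2 and 3, 100% lay on the same side in mutant replicate 1 (median size 3.64), which argues against a wild-type library under a mutant label. Over 18 oocyte and early embryo genes, the median log2 ratio of mutant replicate 1 to the other mutant libraries was 1.81 (interquartile range 0.82 to 2.07, 17 of 18 above both), so animals with more oocytes or embryos in that library are a candidate explanation. Against the wild-type mean the median of this list was 1.05 in mutant replicate 1 and -0.79 and -0.78 in mutant replicates 2 and 3, so part of the ratio came from the latter pair lying below wild type. Medians of other lists were shifted the same way, so the shift was not particular to this list. They were 1.29 for meiosis, 1.02 for P granules and small RNA pathways, 0.94 for cuticle collagen and 0.92 for DNA replication and mitosis. The list named for synMuv and DREAM repressors had 1.21. Some went the other way (-0.97 for neuropeptide and synapse, -0.78 for oxidative stress defence, -0.48 for immune effectors, -0.37 for mitochondrial ribosome). Whether the same explanation covers any of these was not tested. The vitellogenin gene Cbr-vit-6 went the same way, with 56.4 CPM in mutant replicate 1, 1.16 and 1.74 in mutant replicates 2 and 3 and 5.37 in wild type. By the methods, larvae were synchronized by bleaching and staged at L3 by the division of the vulval precursor cells, before oocytes or embryos form, so this explanation would need animals past that stage in the library. All 18 genes were also expressed in wild type, though Cbr-nos-1 had only 0.251 CPM there. The most abundant in mutant replicate 1 was Cbr-gld-1 (394 CPM, with 231 and 238 in mutant replicates 2 and 3 and 87.7 in wild type). Next came Cbr-cey-2.1 (350, with 290 and 302, and 70.4 in wild type) and Cbr-cbd-1.2 (90.4, with 19.1 and 20.5, and 38.8 in wild type). Cbr-gld-1 and Cbr-cey-2.1 were thus above wild type in every mutant library, not in mutant replicate 1 alone. The day of preparation or sequencing, not given in the sources used here, and the exact age of the animals stay open and were not tested.

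Genes raised by more than 4-fold lay next to each other in 30 of 371 neighbouring pairs of called genes, by the gene order of the CB4 assembly, against a mean of 3.92 and at most 13 in 10000 shuffles of the fold changes (permutation test, p = 0.0001, the smallest they can give), which argues against a chance order; pairs lowered by more than 4-fold numbered 3 (mean 0.243, p = 0.002 in the permutation test), and pairs with the same direction 267 (mean 186, at most 224). A transcript counted in both neighbours and separate ones cannot be told apart here. The ratio of the neighbours' counts differed between mutant libraries by more than counting error in 15 pairs and did not pass that test in 15, but separate libraries differ by more than counting error in any case, so this decides for none of the pairs. Operons, shared chromatin, related copies of a gene and differences in strain background may each play a part, and none of these was tested. The order covers only genes named in the copies of Tables S3 to S5, 2130 called genes.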

How the results depend on the processing

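The alternatives DESeq2 with a beta prior and calls beyond 2-fold, for the share of higher genes, were chosen only after the result was seen; the others were planned.

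With all libraries kept, the number of differentially expressed genes (3062) stayed within 1.5 times under every alternative scaling, filter and test at the same threshold, and fell to 1162 at an adjusted p under 0.01 (631 higher, 531 lower). Under library totals 3297 were higher and 646 lower. The share of higher genes (54.4%) was 51.8% with DESeq2's size factors, 63.1% with upper-quartile scaling, 83.6% with library totals, 49.0% with no low-count filter, 49.5% with DESeq2, 51.1% with limma-voom and 49.3% with DESeq2 with a beta prior. The scalings set the level that counts as no difference, as the shift of the median gene shows; for the filter and the tests the cause was not tested.

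Beyond 2-fold (1543 genes, 67.3% higher), 893 genes were called at an adjusted p under 0.01 (551 higher, 61.7%) and 357 by glmTreat (274 higher, 83 lower, 76.8%), both stricter by construction, and library totals gave 1879 higher and 230 lower (89.1%). The share was 64.6% with DESeq2's size factors, 74.0% with the upper quartile, 61.2% with no low-count filter, 64.4% with DESeq2, 63.7% with limma-voom, 63.3% with a replicate block and 64.9% with DESeq2 with a beta prior; the cause was not tested.

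Leaving out 1 library at a time gave 1240 to 8644 genes (605 to 4497 higher, 625 to 4147 lower, 48.8% to 57.8% higher), and 936 to 2741 beyond 2-fold (526 to 1582 higher, 390 to 1159 lower, 56.2% to 66.3% higher). The highest counts were without mutant replicate 1, the library that differs from mutant replicates 2 and 3. Without it, 3061 of the 3062 genes were called in the same direction. That fit shares 5 libraries with the main one, keeps 2 closely alike mutant libraries and called 8644 of its 14476 tested genes. Such an overlap is therefore no independent support. The other 5 omissions gave fewer genes, with fewer libraries. A library total of at least 22.8 M counts left genes with few counts, such as Cbr-cnnm-5 in wild type, as the ones that depth limits.

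Cbr-ivph-3 was lower under all 15 alternatives and past the threshold in 14, the exception being library totals (-0.41). Cbr-lin-3 was higher in all 15 and missed the threshold with DESeq2's size factors (0.99), no low-count filter (0.96), limma-voom (0.97) and a replicate block (0.97), and over the leave-one-out fits it was 0.70 to 1.19; the cause was not tested. The share of higher genes in the Cbr-spr-4 list minus that in Cbr-ivph-3 was 13.5 percentage points. It was 4.83 with the upper quartile, -15.7 under library totals and 0.59 for calls beyond 2-fold, a limit put on Cbr-ivph-3 alone. For the Cbr-htz-1 list it was 10.7, and 2.05 with the upper quartile, -18.5 under library totals and -2.19 for calls beyond 2-fold; the cause was not tested.

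Of genes listed for the other mutants, library totals gave 301 Cbr-spr-4 upregulated genes higher, 75 Cbr-spr-4 downregulated genes lower and 128 Cbr-htz-1 upregulated genes higher. Leave-one-out ranges were 104 to 302, 88 to 222 and 48 to 117, and 8 to 67 for Cbr-htz-1 downregulated genes called lower. Of the 56 common genes, 31 to 56 were higher. Over the fixed lists together, 42 genes were higher (18 to 73 leaving out 1 library) and 37 lower (25 to 129, and 21 under library totals). Cbr-vit-6, not called at 1.88, reversed with limma-voom (-0.16), with a replicate block (-0.28) and without mutant replicate 1 (-1.87; leave-one-out range -1.87 to 2.43), the only mutant library in which it was abundant.

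Of 849 values of named genes under alternatives that keep all libraries, 792 kept their direction and side of the threshold, 25 fell short of it and 30 newly passed it; of 570 with a library left out, 471 kept them, 80 fell short and 18 newly passed. No gene took more than 1% of the counts, so scaling without such genes was not run, nor were camera and fry.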

Differences from the paper's values

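The alternative DESeq2 with a beta prior, which shrinks fold changes towards 0, was chosen only after the result was seen.

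At the adjusted p threshold, the paper's totals of differentially expressed genes are 3852, 1898 higher and 1954 lower, or 49% higher, where edgeR gave 3062, 1667, 1395 and 54.4%; each pair lies within 1.5 times. DESeq2 with its defaults gave 3865 genes (1914 higher, 1951 lower, 49.5%), and DESeq2 with a beta prior, chosen after seeing the values, gave 3854 (1900 higher, 1954 lower) and dropped 0 of the 1998 genes called by the paper in the copy of Table S1. The legend of Fig. 1A gives the paper's 1898 and 1954 beside log2 fold changes above +1 and below -1. At that threshold 1039 genes were higher and 504 lower here, and DESeq2 with a beta prior gave 1002 and 543. At the adjusted p alone DESeq2 with a beta prior gave 1900 and 1954, so the paper's counts match calls made without the fold limit. With the fold limit, library totals and the fit without mutant replicate 1 come within 1.5 times of the paper's number of higher genes. The other alternatives set before the data were examined do not, and for the lower genes none does. At that threshold 67.3% of the genes were higher, and this share did not differ from those of the paper's lists for Cbr-spr-4 and Cbr-htz-1, but the fold limit was put on Cbr-ivph-3 alone, so the thresholds of the 2 sides are not known to match. The paper states that the share is smaller in Cbr-ivph-3, and over all calls at the adjusted p threshold it was smaller here too.

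The paper's number of reads per sample is 2.9 M on average, 2.5 M at the lowest and 3.4 M at the highest. The deposited counts add up to 26.3 M, 22.8 M and 30.9 M, each far above the paper's figure in the same unit. Only when written in units of 10 M (2.63, 2.28 and 3.09) do the digits come within 1.5 times of the paper's. Whether the unit in the paper's text is off cannot be settled here. No alternative bears on these sums.

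The paper's log2 fold changes in Table S1, with the standard errors that DESeq2 gives, were smaller in size than those from edgeR for 13 named genes by more than the larger of that error and the standard error here. The following lists the paper's value, then the value here, then the alternatives set before the data were examined that come within the larger of the paper's error and their own. For CBG22598 the paper's is 4.98 against 5.45, for Cbr-cnnm-5 6.52 against 8.11, for Cbr-nos-1 3.68 against 4.29, for CBG10423 -6.71 against -9.31 and for CBG10424 -6.35 against -7.79, and none of the alternatives set before the data were examined closes these gaps. For CBG20756 the paper's is -7.32 against -7.61, closed under the upper quartile, library totals, and without wild-type replicate 2 or mutant replicate 1. For Cbr-nlp-34.1 (the paper's 4.06 against 4.33), it is closed with no low-count filter, DESeq2 and limma-voom, and without wild-type replicate 2 or 3 or mutant replicate 2 or 3. For Cbr-fip-6 (the paper's 3.98 against 4.41), it is closed without mutant replicate 1, and for Cbr-cnc-4 (the paper's 4.03 against 4.65) without wild-type replicate 2 or mutant replicate 1. For Cbr-syp-2 (the paper's 3.35 against 3.65), it is closed with no low-count filter, DESeq2 and limma-voom, and without wild-type replicate 1 or 3 or mutant replicate 2 or 3. For Cbr-sip-1 (the paper's 3.11 against 3.43), it is closed with no low-count filter and DESeq2, and without wild-type replicate 3 or mutant replicate 1. For Cbr-bigr-1 (the paper's 2.93 against 3.51) and CBG22597 (the paper's 3.61 against 4.04), it is closed with limma-voom, and without wild-type replicate 1 or 3 or mutant replicate 2 or 3. Of these, some come within their own, larger error but not within the paper's, namely CBG20756 without wild-type replicate 2, Cbr-nlp-34.1 with limma-voom, Cbr-syp-2 without wild-type replicate 3, Cbr-bigr-1 with limma-voom and without wild-type replicate 1 or 3, and CBG22597 with limma-voom and without wild-type replicate 3 or mutant replicate 3. The other alternatives set before the data were examined leave each of these gaps open. DESeq2 with a beta prior, chosen after seeing the values, gives the fold changes of Table S1 for all 1998 genes to within 1e-05 and drops 0 of the paper's calls among them.

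Of the genes the paper lists as higher or lower in all 3 mutants, 56 and 3, edgeR called 53 and 2. CBG18295, CBG19250 and CBG23414 are called with DESeq2, with or without the beta prior, under library totals and without mutant replicate 1, CBG18295 and CBG19250 also with the upper quartile, and CBG18295 also without mutant replicate 3. Cbr-dop-1 is called with DESeq2, with or without the beta prior, with DESeq2's size factors and without mutant replicate 1. Of the 1998 genes in the copy of Table S1, all called by the paper, edgeR did not call 4, which were named after their values were seen and are all called with DESeq2, with or without the beta prior. CBG02038 (-0.38) and WBGene00029614 (-0.30) did not pass the test and are called without mutant replicate 1, CBG02038 also with DESeq2's size factors. CBG01271 and CBG22843 were left out by the filter on low counts and are called with no low-count filter and without mutant replicate 2 or 3, CBG22843 also without wild-type replicate 3 or mutant replicate 1.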

Other observations

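No test in this part was chosen only after the result was seen, apart from DESeq2 with a beta prior and the counts for CBG10423 and CBG10424.

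Cbr-gon-14 (WBGene00038269), the other LIN-15B-domain gene that the paper studies, had 35.9 ± 2.77 CPM in wild type and 46.4 ± 10.9 in the mutant (SD, n = 3 each). Its log2 fold change was 0.37 (standard error 0.19, adjusted p = 0.208 from edgeR's quasi-likelihood test); it passed under library totals (0.66). Of the 2 tested members of the LIN-15B-domain family, 1 was lower, Cbr-ivph-3 (1 lower when adjusted over the list alone).

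Of 10 oxidative stress defence genes, 2 were higher, 1 was lower and 7 did not pass (2 and 1 when adjusted over the list alone). The glutathione S-transferase genes Cbr-gstk-1 (1.09) and Cbr-gst-5 (1.28) rose and Cbr-gst-12 (-1.24) fell, and Cbr-gst-11 (-0.90) did not pass. Without any 1 library other than mutant replicate 1, Cbr-gstk-1 (0.94 to 1.14) and Cbr-gst-5 (1.07 to 1.36) did not pass, and Cbr-gst-12 did not pass without any 1 wild-type library (-1.40 to -1.10) or under library totals (-0.90). Cbr-gst-5 also did not pass with DESeq2's size factors (1.24), with no low-count filter (1.23) or with limma-voom (1.16). In the fit without mutant replicate 1, 5 genes of the list were higher and 3 lower, and Cbr-gst-11 passed (-0.62), as it did with DESeq2, with or without a beta prior (-0.87 and -0.95).

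Of 5 muscle contraction genes, 1 was lower and 4 did not pass (2 lower when adjusted over the list alone). The troponin T gene Cbr-tnt-4 fell by 0.78 on the log2 scale and did not pass under upper-quartile scaling (-0.70) or library totals (-0.47), with at least 10 counts in every library (-0.76), with limma-voom (-0.74) or with a replicate block (-0.74, adjusted p = 0.0726 from edgeR), nor without wild-type replicate 2 (-0.77) or 3 (-0.63) or mutant replicate 2 (-0.75) or 3 (-0.77). The myosin gene Cbr-myo-1 (-1.69) passed only with DESeq2, with or without a beta prior, with limma-voom and without mutant replicate 1 (-2.62), where 4 muscle genes were lower. Of 12 neuropeptide and synapse genes, 1 was lower and 11 did not pass (1 lower when adjusted over the list alone). This was the insulin-like gene Cbr-ins-11 (-1.69), which did not pass without wild-type replicate 3 (-1.68). In the fit without mutant replicate 1, 8 genes of this list were higher, among them Cbr-flp-11 (1.16) and Cbr-flp-6 (0.92).

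Of 2 sperm genes 0 were called by edgeR, over all genes or when adjusted over the list alone, 1 had an unadjusted p under 0.05, and 0 were called by DESeq2 or limma-voom; Cbr-spe-5 (0.65) passed under upper-quartile scaling (0.72) and library totals (0.95) and without mutant replicate 1 (0.34). The single vitellogenin gene, Cbr-vit-6, was not called over all genes or when adjusted over the list alone. Without mutant replicate 1, Cbr-vit-6 was called lower (-1.87). It had 56.4 CPM in mutant replicate 1, 1.16 and 1.74 in mutant replicates 2 and 3, and 5.37 ± 0.931 in wild type (SD, n = 3). No member of the lists for the male nervous system and tail and for heterochronic timing was named in the complete blocks, and the single chemosensory receptor gene named there had too few counts to be tested.

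CBG10423 and CBG10424, neighbours on the chromosome that were named after their values were seen, had almost no counts in the mutant. CBG10423 had 1139 counts over the 3 wild-type libraries and 2 over the 3 mutant libraries, a ratio of 769 after scaling (95% exact interval 212 to 6356). CBG10424 had 1388 and 8, a ratio of 234 (interval 119 to 544).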
